# Blockade of C5aR1 resets M1 via gut microbiota-mediated PFKM stabilization in a TLR5-dependent manner

**DOI:** 10.1038/s41419-024-06500-4

**Published:** 2024-02-08

**Authors:** Jie Zhao, Chen Yao, Yongqin Qin, Hanyong Zhu, Hui Guo, Binbin Ji, Xueqin Li, Na Sun, Rongqing Li, Yuzhang Wu, Kuiyang Zheng, Yuchen Pan, Tingting Zhao, Jing Yang

**Keywords:** Cancer immunotherapy, Immunotherapy

## Abstract

Targeting C5aR1 modulates the function of infiltrated immune cells including tumor-associated macrophages (TAMs). The gut microbiome plays a pivotal role in colorectal cancer (CRC) tumorigenesis and development through TAM education. However, whether and how the gut flora is involved in C5aR1 inhibition-mediated TAMs remains unclear. Therefore, in this study, genetic deletion of *C5ar1* or pharmacological inhibition of C5aR1 with anti-C5aR1 Ab or PMX-53 in the presence or absence of deletion Abs were utilized to verify if and how C5aR1 inhibition regulated TAMs polarization via affecting gut microbiota composition. We found that the therapeutic effects of C5aR1 inhibition on CRC benefited from programming of TAMs toward M1 polarization via driving AKT2-mediated 6-phosphofructokinase muscle type (PFKM) stabilization in a TLR5-dependent manner. Of note, in the further study, we found that C5aR1 inhibition elevated the concentration of serum IL-22 and the mRNA levels of its downstream target genes encoded antimicrobial peptides (AMPs), leading to gut microbiota modulation and flagellin releasement, which contributed to M1 polarization. Our data revealed that high levels of C5aR1 in TAMs predicted poor prognosis. In summary, our study suggested that C5aR1 inhibition reduced CRC growth via resetting M1 by AKT2 activation-mediated PFKM stabilization in a TLR5-dependent manner, which relied on IL-22-regulated gut flora.

## Introduction

Colorectal cancer (CRC) is the third most common cancer [1]. Although early diagnosis and personalized medicine have developed rapidly in the last decade, CRC has become a global medical burden owing to its high morbidity [2, 3].

Increased researches show that complement, the codominant central mediator of humoral immunity, is a critical factor in tumor initiation, development, and chemotherapy resistance [4]. Among them, intratumoral complement 5a (C5a) is increased in patients with CRC after radiotherapy [5], which can suppress cytotoxic T-cell function by recruiting myeloid-derived suppressor cells (MDSCs) to the tumor microenvironment [6], thereby augmenting inflammation-mediated intestinal tumorigenesis [7]. By binding to its receptor C5aR1, C5a promotes the invasion and metastasis of CRC in vitro and in vivo [8, 9]. In addition, the C5a/C5aR1 axis is also critical for β-catenin stabilization, which is required for the maintenance of stemness in colorectal cancer stem cells [9]. In contrast, pharmacological inhibition of C5aR1 signaling by its antagonist PMX-205 or deletion of C5aR1 is sufficient to attenuate the immunosuppressive microenvironment, suppress tumor growth, and reduce lung metastases [10, 11], highlighting the potential value of targeting C5aR1 for CRC treatment.

TAMs can be reset to M1 polarization by regulating their metabolism [12]. It has been shown that in macrophages, the specific metabolic pathways are closely associated with their phenotype and function. Additionally, in the presence of glucose, M1 polarization relies on glycolysis as a source. 6-phosphofructokinase, muscle type (PFKM), is one of the key rate-limiting enzymes in glycolysis. PFKM can induce glycolysis in hepatocellular carcinoma cells [13], whereas inhibition of PFKM can dampen glycolysis in macrophages [14], affecting macrophage functions and tumor development.

A large number of studies have demonstrated that the gut microbiota is involved in mediating several steps of CRC via influencing the role of infiltrated immune cells and augmenting the therapeutic efficacy of anticancer drugs. *Fusobacterium nucleatum* (*F.nucleatum*) drives colorectal carcinogenesis by activating β-catenin signaling and Toll-like receptor 4 (TLR4) and is negatively associated with the prognosis of CRC [15, 16]. *Peptostreptococcus anaerobius* enriches in the fecal and mucosal microbiota from CRC patients, and promotes tumorigenesis [17]. Moreover, trimethylamine N-oxide, a metabolite of the gut microbiota, drives M1 polarization [18].

In the present study, we investigated the phenotype and functions of TAMs and determined the composition and roles of gut microbiota in *C5ar1* knockout (*C5ar1*^*-/-*^) mice bearing CRC tumors. We also clarified the underlying mechanisms involved in the gut-microbiota/metabolite-modulated M1 phenotype in the presence of C5aR1 deletion or inhibition in a CRC mouse model. Our data demonstrated that deletion or pharmaceutical inhibition of C5aR1 contributed to M1 polarization via TLR5/AKT2-mediated PFKM stabilization, which could depend on IL-22-mediated releasement of bacterial flagellin. Our data suggest that inhibition of C5aR1 and adjuvants of the gut microbiota could have great potential for CRC treatment.

## Results

### C5aR1 inhibition re-programs TAMs toward M1 phenotype

C5aR1 plays a key role in regulating tumorigenesis in multiple ways including influencing the tumor microenvironment. While the underlying mechanisms of C5aR1 inhibition on TAM reprogramming needed to be further investigated. To further explore the effects of C5aR1 inhibition on reprogramming TAMs, we examined the infiltrated immune cells and found that compared with wild-type (WT, *C5ar1*^*+/+*^) mice and isotype antibody (Ab) treated mice, both *C5ar1* deletion and C5aR1 inhibition reduced tumor size and tumor weight along with an increase in the percentage of infiltrated CD8^+^ T cells and the number of CD8^+^IFN-γ^+^ cells (Fig. 1A–D). Meanwhile, the lack of C5aR1 increased the percentage of CD86 positive TAMs without influencing CD80^+^ TAMs (Fig. 1E). The number of F4/80^+^CD86^+^ cells was also elevated in tumors of either *C5ar1*^*-/-*^ mice or anti-C5aR1 Ab treated mice (Fig. 1F, G). Similarly, the number of TAMs expressing inducible nitric oxide synthase (iNOS) was also increased (Fig. 1H, I). The number of dendritic cells (DCs) did not change (Supplementary Fig. 1A), indicating that CD8^+^ T cells and TAMs were involved in C5aR1 inhibition-mediated tumor suppression.

**Fig. 1:**
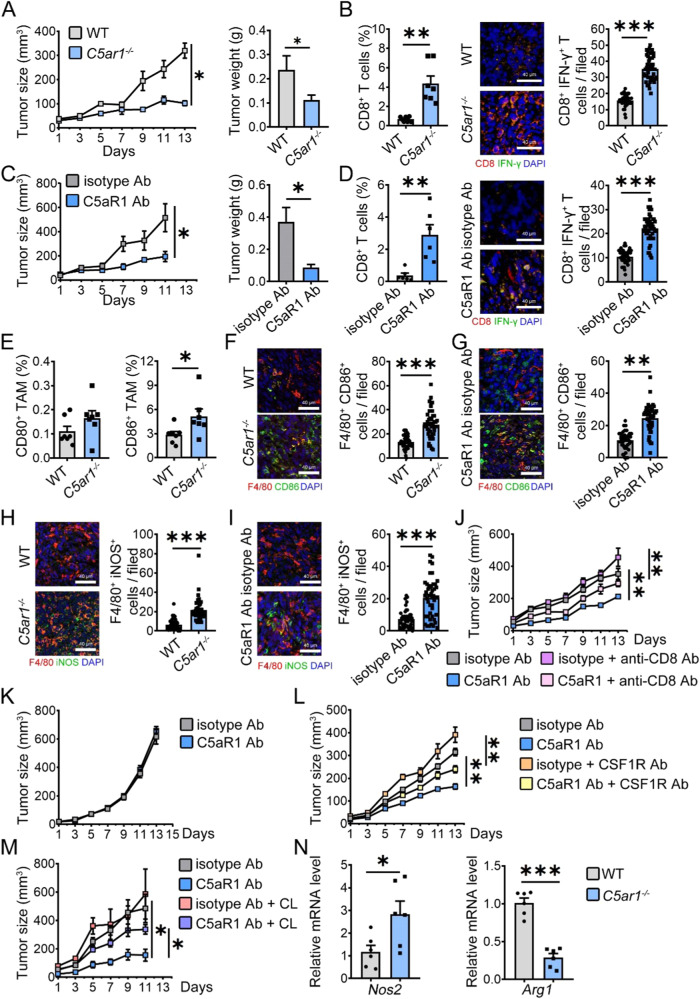
C5aR1 inhibition re-programs TAMs towards M1 phenotype. **A** Tumor growth was monitored in *C5ar1*^*+/+*^ mice (WT) and *C5ar1*^*-/-*^ mice bearing MC-38 cells. At the end of the experiment, the tumors were removed and weighed (*n* = 8). **B** The percentage of CD8^+^ T cells in CD45^+^ cells was analyzed by flow cytometry (*n* = 7, another tumor sample for pilot experiment of TAMs sorting) and the number of CD8^+^IFN-γ^+^ T cells was counted in tumor sections by Immunofluorescence staining (*n* = 3 tumor/group, 3 slide/tumor, 5 filed/slide). **C** Mice-bearing tumors were treated with either isotype control Ab or anti-C5aR1 Ab. At the end of the experiment, tumor growth and tumor weight were examined in the mice treated with either isotype control Ab (*n* = 8) or anti-C5aR1 Ab (*n* = 10). **D** The percentage of CD8^+^ T cells in CD45^+^ cells was analyzed by flow cytometry (*n* = 6, another two tumor samples for pilot experiment of TAM phagocytosis) and the number of CD8^+^IFN-γ^+^ T cells was counted by Immunofluorescence staining (n = 3 tumor/group, 3 slide/tumor, 5 filed/slide). **E** The percentages of CD80 and CD86 expressing on TAMs in tumors were analyzed by flow cytometry (*n* = 7). **F**–**I** The numbers of F4/80^+^CD86^+^ TAMs **F**, **G** and F4/80^+^iNOS^+^ TAMs (**H**, **I**) were counted in tumor sections from C5aR1 deficient mice or Ab-treated mice (*n* = 3 tumor/group, 3 slide/tumor, 5 filed/slide). **J** Mice-bearing tumors were treated with either isotype control Ab or anti-C5aR1 Ab in the presence of either isotype control Ab or anti-CD8 Ab. Tumor growth was assessed (anti-C5aR1 Ab group, *n* = 6, other groups, *n* = 8). **K** Tumor growth was examined in *Rag2*^*-/-*^ mice treated with or without anti-C5aR1 Ab (isotype control, *n* = 10, anti-C5aR1, *n* = 8). **L**, **M** Tumor growth was monitored in WT mice treated with or without anti-C5aR1 Ab in the presence of either anti-CSF1R Ab (**L**, *n* = 8/group) or clodronate liposomes (CL) (**M**, *n* = 6/group). **J**–**M** The data shown represent a single experiment. **N** Relative mRNA levels of the indicated genes were assessed by real-time RT-PCR (*n* = 6). **A**–**N** *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

To confirm the importance of CD8^+^ T cells and TAMs in C5aR1 inhibition-mediated tumor suppression, we first deleted CD8^+^ T cells and found that the lack of CD8^+^ T cells abolished the inhibitory effects of anti-C5aR1 Ab on tumor development (Fig. 1J, K, Supplementary Fig. 1B, C). Second, we deleted mono/macrophages and found that deletion of macrophages with anti-CSF1R Ab or clodronate liposomes (CL) ablated the inhibitory effect of anti-C5aR1 Ab on MC-38 colorectal cancer growth in parallel with a decrease in the infiltrated CD8^+^ T cells (Fig. 1L–M and Supplementary Fig. 1D–F). The mRNA levels of *Nos2* were increased, while the mRNA levels of *Arg1* decreased in TAMs (Fig. 1N), Furthermore, an OVA-mediated T-cell assay showed that deficiency or blockade of C5aR1 in macrophages promoted the proliferation of CD8^+^ T cells (Supplementary Fig. 1G). indicating that C5aR1 inhibition suppressed tumor growth by educating TAMs and enhancing TAM-mediated anti-tumor immunity of T cells.

Deletion and inhibition of C5aR1 increased the expression of CD86 on peritoneal macrophages belonging to the circulating mono/macrophages which are recruited locally and differentiate into TAMs [19] (Supplementary Fig. 1H). Moreover, phagocytosis of *C5ar1*^*-/-*^ BMDMs was elevated (Supplementary Fig. 1I). Our data demonstrated that C5aR1 deficiency or C5aR1 inhibition re-programmed TAMs to a tumor-inhibiting phenotype.

### Resetting M1 polarization by C5aR1 inhibition requires PFKM stabilization

Since the key enzymes involved in glycolysis are essential for M1 polarization [20]. We performed a Seahorse assay and examined the expression of key glycolytic enzymes. In comparison with WT BMDMs, both glycolysis and glycolytic capacity were increased in *C5ar1*^*-/-*^ BMDMs (Fig. 2A). In BMDMs, the ratio of OCR to EACR at the basal levels was decreased when C5aR1 was deleted or inhibited (Supplementary Fig. 2A, B). In *C5ar1*^*-/-*^ BMDMs, the mRNA levels of *Pfkm* were identical with that in WT BMDMs (Supplementary Fig. 2C). The mRNA levels of *Pfkm* were slightly elevated in BMDMs from anti-C5aR1 Ab-treated mice (Fig. 2B). C5aR1 deficiency or C5aR1 inhibition in vivo induced PFKM expression without affecting the expression of HK1/2 and PKM1/2 (Fig. 2C, D). We ectopically expressed PFKM in RAW264.7 cells (Fig. 2E). PFKM overexpression increased the level of CD86 (Fig. 2F), while PFKM silencing reduced CD86 expression (Fig. 2G, H), revealing that in vivo, C5aR1 deletion or C5aR1 inhibition triggered M1 polarization via inducing PFKM expression.

**Fig. 2:**
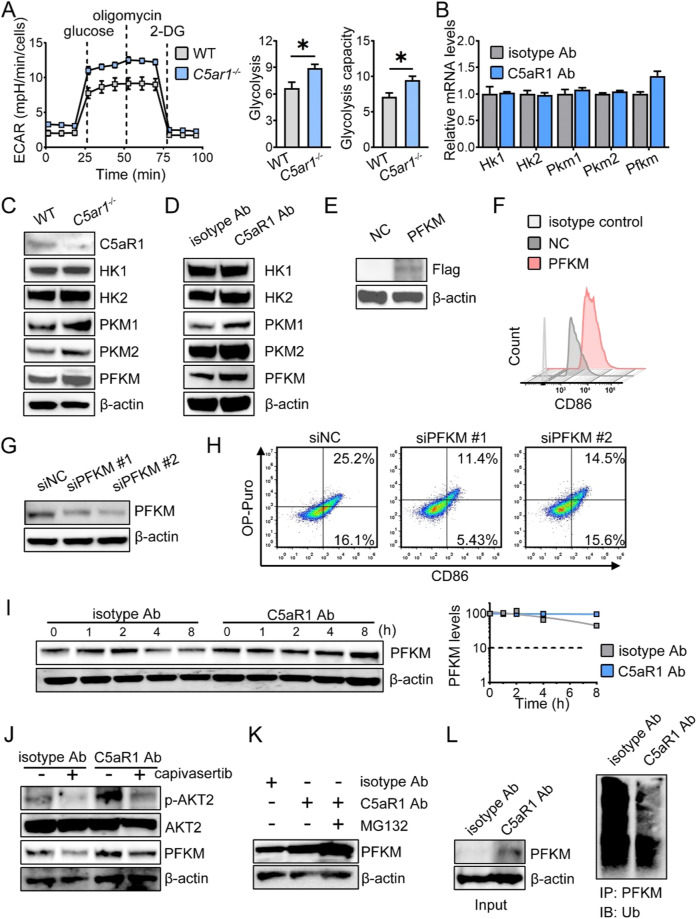
Resetting M1 polarization by C5aR1 inhibition requires PFKM stabilization. **A** The ECAR was determined by extracellular flux analysis, and the glycolysis and glycolysis capacity of the ECAR were quantified. The data shown represent a single experiment. **B** The relative levels of the indicated genes were quantified by real-time RT-PCR (*n* = 3). **C**–**E** The indicated protein expression levels were examined by Western blotting analysis. **F** The relative levels of CD86 were examined by flow cytometry (*n* = 2). **G** The indicated protein expression levels were examined by Western blotting analysis. **H** The relative levels of CD86 were examined by flow cytometry (*n* = 2). (**I**) BMDMs from CRC tumor mice were treated with CHX and harvested at the indicated time points. The relative levels of PFKM were quantified, normalized to actin, and plotted. **J** BMDMs from CRC tumor mice were treated with or without capivasertib (10 nM) for 18 h before harvesting. p-AKT2, AKT2, and PFKM were analyzed by Western blotting analysis. **K** BMDMs from Ab-treated CRC tumor mice were exposed to 10 μmol/L MG-132 for an additional 6 h before harvesting, and PFKM was analyzed by Western blotting analysis. **B**–**K** The figures shown are representative of one of two independent experiments. **L** The peritoneal macrophages from Ab-treated tumor mice were cocultured with MG-132. 6 h later, lysates were extracted, IP with an anti-PFKM Ab, and analyzed by Western blotting analysis using an anti-ubiquitin Ab. The data shown represent a single experiment. *P < 0.05.

Since C5aR1 deletion or C5aR1 inhibition in vivo induced PFKM expression but barely affected *Pfkm* mRNA (Fig. 2B–D, Supplementary Fig. 2C), we assumed that C5aR1 inhibition-mediated PFKM expression via translation or post-translational modification. The mammalian target of rapamycin (mTOR) signaling pathway plays an important role in regulating protein synthesis. Therefore, we analyzed the downstream effectors of mTOR, and found that C5aR1 deletion did not influence mTOR pathway (Supplementary Fig. 2D), suggesting that PFKM expression could be induced by regulating stability rather than transcription or translation. As expected, blocking C5aR1 in vivo prolonged the half-life of PFKM (Fig. 2I).

AKT1 is involved in mediating the stabilization of phosphofructokinase 1 platelet isoform (PFKP) [21]. In contrast to AKT1, AKT2 activation is critical for M1 polarization and glycolysis [22]. We assumed that C5aR1 inhibition-mediated PFKM expression could be dependent on AKT2-regulated ubiquitination. Therefore, we first exposed BMDMs from either isotype control or anti-C5aR1 Ab-treated mice to capivasertib, a pan-AKT inhibitor. The level of p-AKT2 was increased, which was reduced when BMDMs were cocultured with capivasertib (Fig. 2J). Additionally, in BMDMs from anti-C5aR1 Ab-treated mice, PFKM expression was attenuated in the presence of capivasertib (Fig. 2J). We next challenged BMDMs from anti-C5aR1 Ab-treated mice with or without the proteasome inhibitor MG132. PFKM expression was further enhanced in the presence of MG132 in BMDMs from anti-C5aR1 Ab-treated mice (Fig. 2K). In addition, anti-C5aR1 Ab reduced PFKM ubiquitination in peritoneal macrophages from tumor-bearing mice (Fig. 2L), suggesting that upon C5aR1 inhibition or C5aR1 deletion, PFKM stabilization mediated by AKT2 activation was required for the M1 phenotype.

### C5aR1 inhibition resets macrophage polarization via activating TLR5/AKT2 pathway

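BMDMs are macrophages grown in culture from precursors in the bone marrow. RNA of BMDMs from WT mice and from *C5ar1*-/- mice, which lack the receptor of the complement fragment C5a, was sequenced in 3 samples per group. The authors' deposited table compares the groups gene by gene and gives the fold change of *C5ar1*-/- over WT, its log2, a p-value and an adjusted p-value, with the replicates already combined. It holds 0 columns with a value per sample, so the depth of each sample is unknown and the spread between replicates enters only through the authors' p-values. The paper's text names no aligner, gene annotation, genome build or test for these data, and its general statistics section covers comparisons between groups without naming a test across genes. Of the 55487 Ensembl gene IDs in the authors' deposited table, 55141 had a symbol in GENCODE M21, and 31142 had a log2 fold change of 0 and a p-value of 1. An adjusted p-value under 1 was given to 17302 genes, which are the tested genes from here on. Recomputing a Benjamini-Hochberg adjustment over these genes gave the deposited adjusted p-values to within 3.09e-07. A gene was called when its deposited adjusted p-value was under 0.05, without a threshold on the fold change.

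The targeted gene, *C5ar1* (ENSMUSG00000049130), lies on chromosome 7 from 16246743 to 16259540 in GENCODE M21 on GRCm38, while the build used by the authors is not stated in the paper's text. Its log2 fold change in the authors' deposited table was -6.89 and its p-value was listed at 0. Genes of the Y chromosome were also far lower in the *C5ar1*-/- group of the authors' deposited table, with log2 fold changes of -12.59 for *Ddx3y*, -11.94 for *Eif2s3y*, -10.50 for *Uty* and -6.34 for *Kdm5d*. *Xist*, the transcript of the inactive X chromosome, was higher in the authors' deposited table by a log2 fold change of 14.25 (adjusted p = 4.26e-32). The paper's methods describe the mice as female. Every difference between the groups given here is therefore a difference between samples that also differed in these sex-linked genes.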

To delineate the mechanisms underlying the re-programmed TAMs towards M1 phenotype in the absence of C5aR1 or C5aR1 inhibition, we determined the mRNA expression profile of BMDMs from WT and *C5ar1*^*-/-*^ mice. GO analysis showed that the gene profiles were quite different between these two groups, and the top 20 GO enrichments were mainly related to immune system processes (Fig. 3A). 

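Of the tested genes in the authors' deposited table, 5828 had an adjusted p-value under 0.05, of which 2700 were higher and 3128 were lower in *C5ar1*-/- BMDMs. With an absolute log2 fold change of at least 1 as a further criterion, the calls fell to 522 higher and 1087 lower genes. The authors' own significance column marks 1087 higher and 1527 lower genes, each with a fold of at least 1.50 in either direction. The median log2 fold change over all tested genes in the authors' deposited table was -0.01. Apart from the sex-linked genes, the 5 largest and 5 smallest log2 fold changes among called genes in the authors' deposited table included 10.17 for *mt-Co2*, 5.96 for *Cma2*, 5.82 for *Ighv1-5*, 5.64 for *Gm45104*, -12.16 for the processed pseudogene *Gm4735* and -10.11 for *Eno1b*. Without levels per sample, it cannot be read from these values whether one of the groups lay near 0.

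To see which processes the differences fell into, 26 lists of genes were written by hand, since the GO terms of Fig. 3A were not used here. Each list was tested for an excess of called genes with a one-sided Fisher's exact test against all tested genes, and for a shift in one direction with a competitive set test (limma's cameraPR on the signed z of the deposited p-values, with a preset correlation between genes of 0.01, two-sided). Both were adjusted over the 26 lists by the Benjamini-Hochberg method. Genes are not independent replicates, so these p-values compare genes within this one comparison.

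An excess of called genes was found in 17 lists, and which lists passed depended on the setting. With an absolute log2 fold change of at least 1, the glycolysis list no longer passed (adjusted p = 0.897, Fisher's exact test). Neither did the interferon-stimulated, macrophage identity, and fibroblast and stroma lists. The B cell (0.0112), T and NK cell (0.00183) and metal sequestration lists (0.0011) then passed. Against protein-coding genes, chosen after seeing the data, the interferon-stimulated and M2 marker lists (0.120 for both) were lost. The most affected lists related to Fig. 3A were the neutrophil granule genes, with 29 of 31 called (adjusted p = 5.25e-11, Fisher's exact test), the complement genes, with 24 of 28 called (adjusted p = 1.25e-07), and the MHC class II antigen presentation genes, with 15 of 16 called (adjusted p = 3.85e-06). Their directions differed. The neutrophil granule genes were lower in *C5ar1*-/- BMDMs, with 28 called lower and 1 called higher and a median log2 fold change of -5.89 over the values of the authors' deposited table (adjusted p = 7.46e-86, cameraPR). The metal sequestration genes had 4 of 5 called, all of them lower (adjusted p = 0.0644, Fisher's exact test), and were lower as a list (adjusted p = 4.26e-39, cameraPR). These 4 genes, *Ltf*, *S100a9*, *Lcn2* and *S100a8*, are also in the neutrophil granule list, so this is not a separate result. The remaining gene, *S100a7a*, was not called (log2 fold change 0.73). The complement genes were split into 13 higher and 11 lower called genes, and the MHC class II genes into 6 higher and 9 lower. Neither list passed the threshold for a shift in one direction (adjusted p = 0.263 and 0.751, cameraPR). Among the 11 lower complement genes was *C5ar2* (log2 fold change -4.72), chosen after its value was seen. The 6 higher genes of the MHC class II list were *Lgmn*, *H2-DMb1*, *Ctss*, *Ctsd*, *Ctsb* and *Ctsl*. *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Cd74* and *Ciita* were among the 9 lower ones. Interferon-stimulated genes had 23 higher and 2 lower called genes and a median log2 fold change of 0.30 (adjusted p = 0.000646, cameraPR). On the log2 fold change in place of z, a statistic chosen after seeing the data, their adjusted p was 0.0885, while the MHC class II genes were lower with an adjusted p of 0.0335.

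Lists outside the immune system were affected as well. All 44 called genes of the 45 cell cycle genes were lower, with a median log2 fold change of -1.75 (adjusted p = 1.03e-97, cameraPR). Among the ribosomal protein genes 20 of 75 were called and among the oxidative phosphorylation genes 11 of 71, neither an excess (adjusted p = 0.960 and 1.00, Fisher's exact test). The set test called 12 of the 26 lists, 3 higher and 9 lower.

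**Figure D1:**
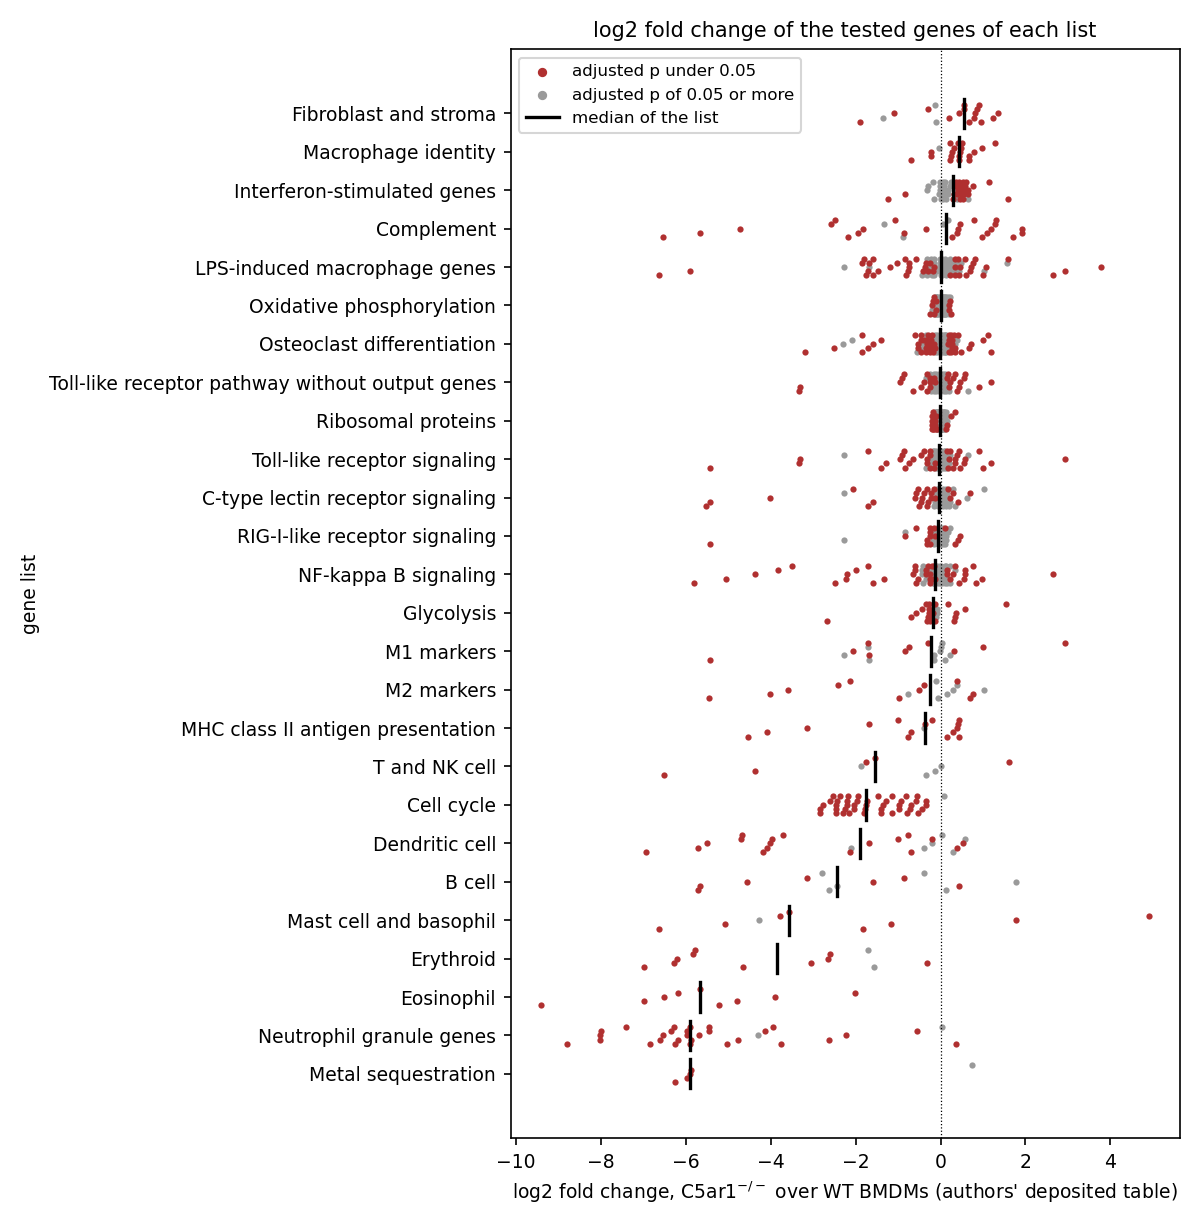
Each point is the log2 fold change of *C5ar1*-/- over WT BMDMs (horizontal axis, from the authors' deposited table) of a tested gene, in rows by gene list, with called genes in red, other genes in grey and the median of each list as a black bar. The median is -5.89 for the neutrophil granule genes, -1.75 for the cell cycle genes, 0.30 for the interferon-stimulated genes and 0.56 for the fibroblast and stroma genes.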

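Signaling pathways were represented by hand-written lists of the receptors, signaling proteins and output genes of each pathway, since the KEGG sets were not used here. Of 83 tested genes of the Toll-like receptor signaling list, 37 were called (44.6%, against 33.7% of all tested genes), 16 higher and 21 lower in *C5ar1*-/- BMDMs, and 37 were called when adjusted over the list alone. This was an excess by a one-sided Fisher's exact test (odds ratio 1.59, p = 0.0252, adjusted p = 0.0385 over the 26 lists). By p-value the list was number 17 of the 26 lists, which also hold cell type, marker and process lists. Among the other pathway lists, the number of called genes was 48 of 91 for osteoclast differentiation (adjusted p = 0.000355, Fisher's exact test), 40 of 83 for NF-kappa B signaling (adjusted p = 0.00800), 25 of 55 for C-type lectin receptor signaling (adjusted p = 0.0644) and 15 of 43 for RIG-I-like receptor signaling (adjusted p = 0.533).

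The excess in the Toll-like receptor list depended on the background and the threshold, as did that in other pathway lists. With an absolute log2 fold change of at least 1 the adjusted p was 0.703, and without a filter on low counts it was 0.000320. In settings chosen after seeing the data, it was 0.232 against protein-coding genes only, 0.166 with the authors' significance column and 1 with the higher genes of that column. For NF-kappa B signaling the adjusted p was 0.0738 with this minimum of the log2 fold change, 0.0972 against protein-coding genes and 1 with the higher genes of the column, but 0.0339 with the whole column. For osteoclast differentiation it was 0.519 with this minimum, 0.784 with the column and 1 with its higher genes, but 0.0106 against protein-coding genes. Of 10000 random lists matched on the precision of the log2 fold change, also chosen after seeing the data, 49.0% had at least as many called genes. When the genes induced by the pathway were left out, 28 of 68 genes were called (adjusted p = 0.142, Fisher's exact test), with an adjusted p of 0.00462 without a filter on low counts. For C-type lectin receptor signaling the adjusted p without this filter was 0.000489. The list did not shift as a whole in either direction, with a median log2 fold change of -0.03 over the values of the authors' deposited table (adjusted p = 0.783, cameraPR).

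The 5 called genes of the list with the smallest p-values in the authors' deposited table were *Spp1*, *Fos*, *Ctsk*, *Lbp* and *Mapk13*. Their log2 fold changes in the authors' deposited table were -1.29 for *Spp1* (adjusted p = 4.11e-234), 1.18 for *Fos* (adjusted p = 1.36e-53), -1.40 for *Ctsk* (adjusted p = 5.28e-44), -3.34 for *Lbp* (adjusted p = 1.48e-31) and -3.31 for *Mapk13* (adjusted p = 4.83e-21). Among the receptors, the authors' deposited table gives log2 fold changes of 0.34 for *Tlr4* (adjusted p = 3.82e-06), 0.29 for *Tlr7* (adjusted p = 1.12e-07), 0.56 for *Tlr3* (adjusted p = 0.000117) and -0.95 for *Tlr5* (adjusted p = 0.00527). *Tlr2*, *Tlr9* and the adaptor *Myd88* were not called, with adjusted p-values of 0.419, 0.334 and 0.809 in the authors' deposited table.

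**Figure D2:**
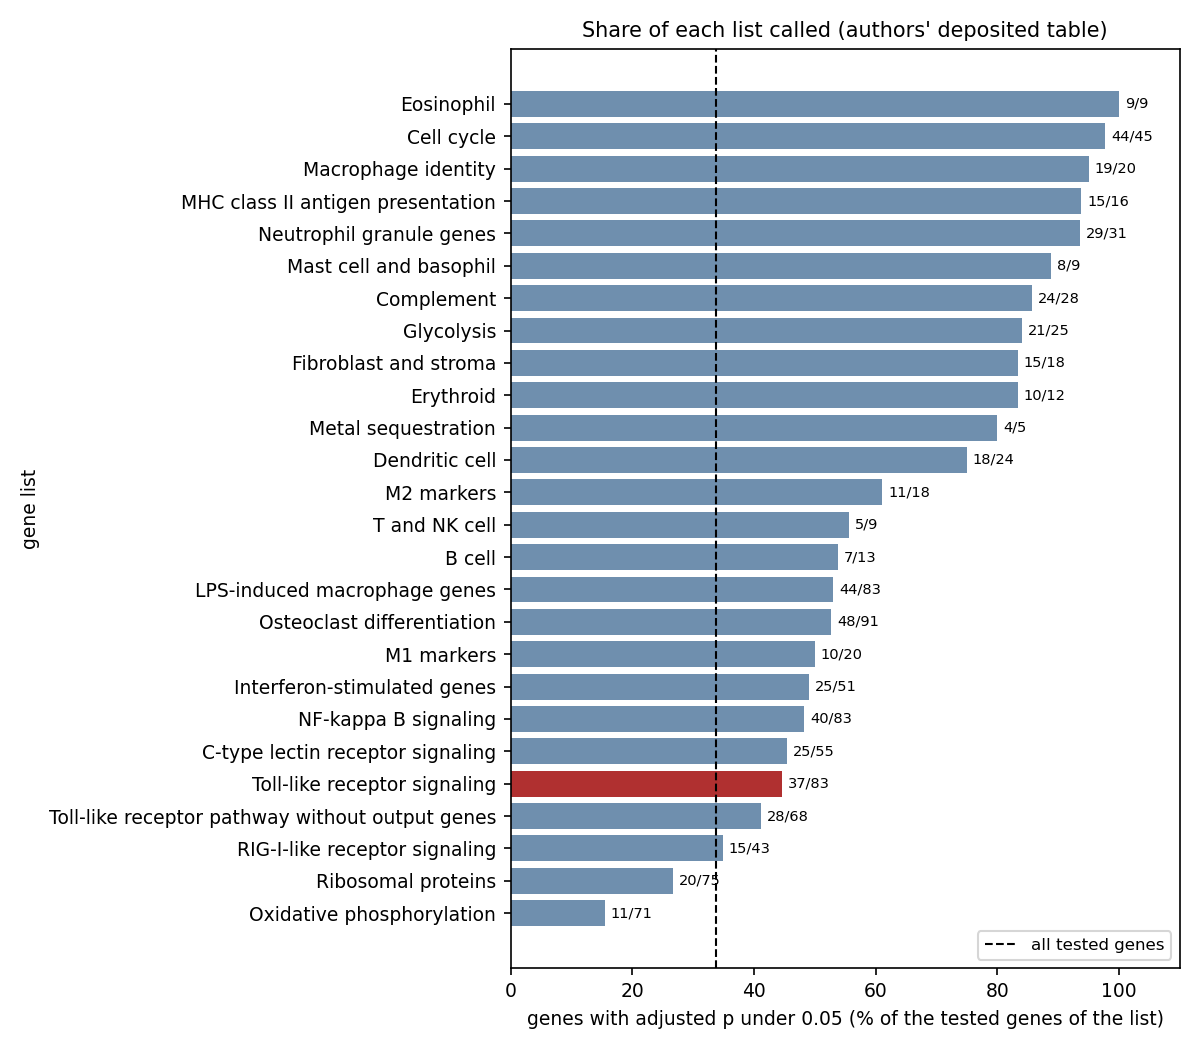
Bars give the percent of the tested genes of each list that were called (horizontal axis, starting at 0), from the adjusted p-values of the authors' deposited table, with the number called over the number tested beside each bar. The Toll-like receptor signaling list, in red, had 44.6% called, and the dashed line marks the 33.7% of all tested genes.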

KEGG enrichment analysis revealed that the TLR-like receptor signaling pathway was the top 1 of the affected pathways (Fig. 3B). Gene set enrichment analysis (GSEA) showed that pathway of LPS-treated macrophages was upregulated in *C5ar1*^*-/-*^ BMDMs (Fig. 3C). 

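The set of LPS-treated macrophages in Fig. 3C was represented by 85 genes induced by LPS in macrophages, written by hand, of which 83 were tested and 17 also stand in the Toll-like receptor list. Of these, 44 were called, 19 higher and 25 lower in *C5ar1*-/- BMDMs, and 47 were called when adjusted over the list alone. The excess of called genes had an adjusted p of 0.000520 (odds ratio 2.23, one-sided Fisher's exact test). Of random lists matched on precision, 0.21% had as many called genes. The directions were mixed, and the median log2 fold change over the values of the authors' deposited table was 0.01. The list as a whole was not shifted higher or lower (adjusted p = 0.798, cameraPR), and without the genes of the cell type and cell cycle lists, a setting chosen after seeing the data, its direction was higher (adjusted p = 0.718). A ranked-list enrichment of the same genes (fgsea, signed z) gave a normalized enrichment score of -1.11 (adjusted p = 0.400).

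The called genes with the smallest p-values in the authors' deposited table were *Lcn2*, *Ccl2*, *F3*, *Csf1* and *Hdc*. *Lcn2*, which is also in the neutrophil granule list, had a log2 fold change of -5.90 in the authors' deposited table, with a p-value listed at 0. *Ccl2* and *Hdc* were lower as well, with log2 fold changes of -1.48 (adjusted p = 1.47e-142) and -6.63 (adjusted p = 6.86e-57) in the authors' deposited table. *Hdc* is also in the mast cell and basophil list. *F3* and *Csf1* were higher, with log2 fold changes of 3.79 (adjusted p = 6.66e-93) and 0.72 (adjusted p = 2.43e-90) in the authors' deposited table. From its enrichment analysis, the paper states that the pathway of LPS-treated macrophages was upregulated in *C5ar1*-/- BMDMs (Fig. 3C).

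**Figure D3:**
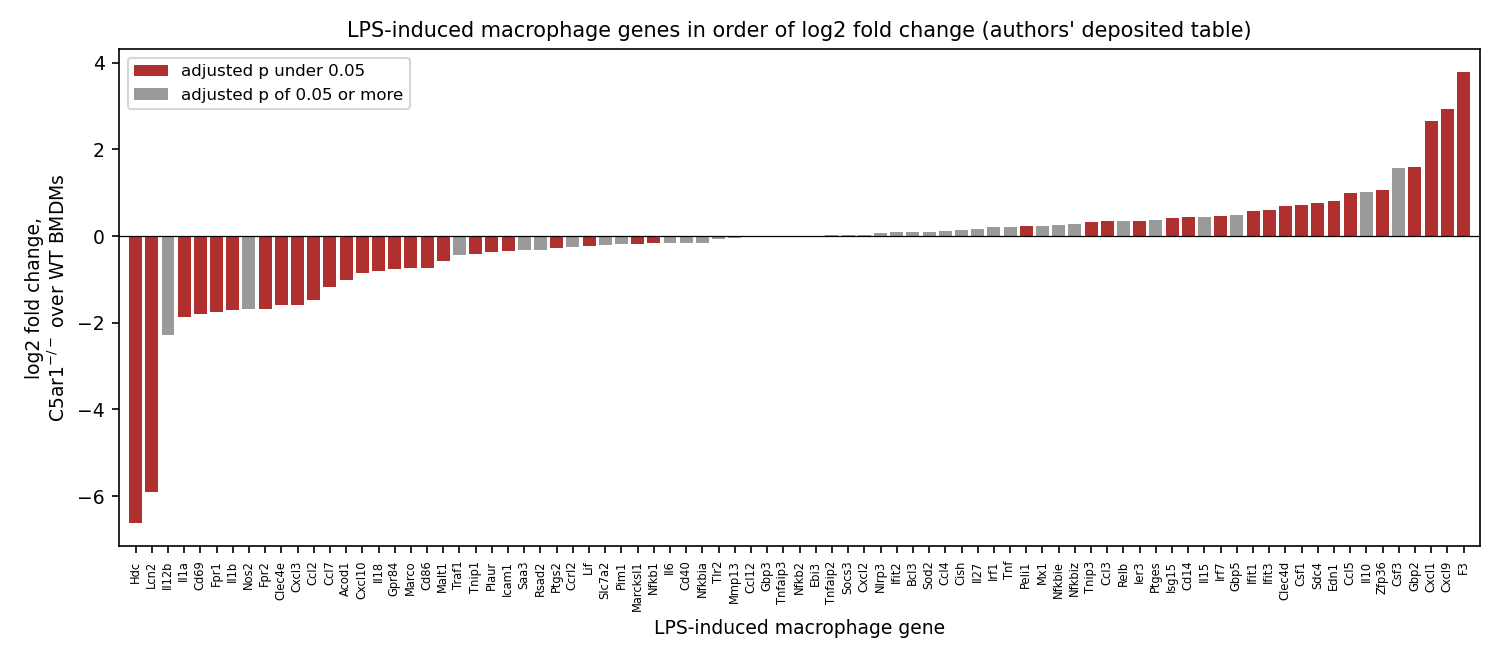
Bars give the log2 fold change of *C5ar1*-/- over WT BMDMs (vertical axis, from the authors' deposited table) of the 83 tested LPS-induced macrophage genes in ascending order, with called genes in red and other genes in grey. Values run from -6.63 for *Hdc* to 3.79 for *F3*, with 19 called genes above 0 and 25 below.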

The elevated gene expression in key immune regulatory networks was enriched in TLR signaling (e.g., *Ccl5*, *Cxcl5*), innate immunity, and polarization in BMDMs of MC38 syngeneic mice treated with anti-C5aR1 Ab (Fig. 3D).

**Fig. 3:**
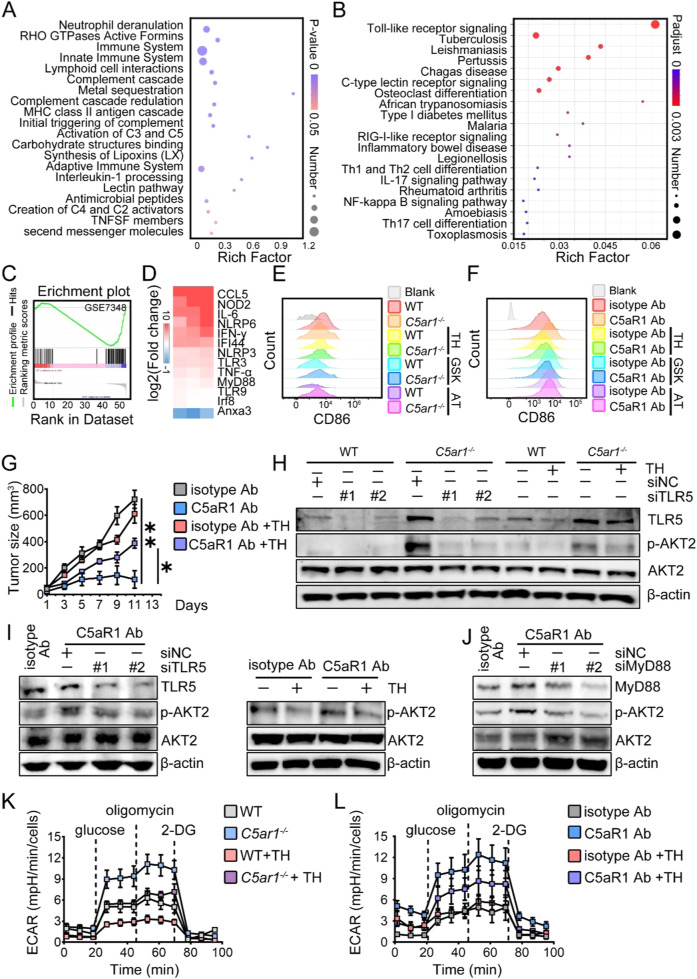
C5aR1 inhibition resets M1 macrophages via activating TLR5/AKT2 pathway. **A**, **B** GO analysis and KEGG analysis of gene sets involved in macrophage activation. **C** GSEA analyses of gene sets of macrophage activation. **D** Relative mRNA levels of the indicated genes in BMDMs from CRC tumor mice treated with either isotype control Ab or anti-C5aR1 Ab (*n* = 3). **E**, **F** Upon the indicated inhibitors, the relative expression of CD86 on BMDMs from C5aR1 deficient mice **E** or MC-38 syngeneic mice treated with the indicated Abs **F** was analyzed by flow cytometry (*n* = 2).TH, TH1020, GSK, GSK717, AT, AT791. **D**–**F** The results represent one of two or three independent experiments. **G** Tumor growth was assessed (*n* = 6/group). **H**–**J** Western blotting analysis. BMDMs of C5aR1 deficient mice **H** or MC-38 syngeneic mice treated with the indicated Abs (**I** and **J**) were cultured in the presence or absence of either siRNAs against the targets or TH1020 (1.5 μM). 24 h later, the levels of indicated proteins were analyzed by Western blotting analysis. The results represent one of two or three independent experiments. **K**, **L** The ECAR was determined by extracellular flux analysis. The data shown represent a single experiment. *P < 0.05.

To further investigate which TLRs are critical for M1 polarization in response to C5aR1 deletion or C5aR1 inhibition, we challenged BMDMs from either WT or *C5ar1*^*-/-*^ mice with TH1020 (TLR5 inhibitor), GSK717 (NOD2 inhibitor), or AT791 (TLR7/9 inhibitor). We found that TH1020, but not AT791 or GSK717 reduced CD86 expression (Fig. 3E). Similarly, when BMDMs from the indicated MC38 syngeneic mice were treated with TH1020, C5aR1 inhibition-induced CD86 expression were abolished (Fig. 3F). Moreover, the anti-tumor ability of anti-C5aR1 Ab was diminished in the presence of TH1020 in vivo (Fig. 3G and Supplementary Fig. 2E).

C5aR1 deletion or C5aR1 inhibition in vivo reprogrammed macrophages toward M1 polarization via AKT2 activation-mediated PFKM stabilization (Fig. 2). Therefore, we speculated that C5aR1 inhibition-mediated macrophage polarization depended on TLR5-mediated AKT2 activation. Silencing of TLR5 using siRNAs or pharmacological inhibition of TLR5 by TH1020 reduced p-AKT2 levels mediated by C5aR1 inhibition (Fig. 3H, I). Myeloid differentiation primary response 88 (Myd88) was involved in controlling p-AKT2 expression mediated by C5aR1 inhibition (Fig. 3J). The glycolysis in macrophages induced by C5aR1 suppression was decreased after TH1020 treatment (Fig. 3K–L and Supplementary Fig. 2F, G), indicating that C5aR1 inhibition promoted M1 polarization via activation of the TLR5/AKT2 signaling pathway.

### Gut microbiota plays a critical role in C5aR1 inhibition-triggered M1 polarization

Since TLR5 is the receptor of bacterial flagellin. We first analyzed flagellin concentration. Besides cytokines such as TNF-α and MCP-1, the levels of serum flagellin were increased in *C5ar1*^*-/-*^ mice-bearing tumors (Fig. 4A, B). In addition, serum flagellin levels were elevated in *C5ar1*^*-/-*^ mice without tumors (Fig. 4B). Following the administration of anti-C5aR1 Ab, the serum levels of flagellin were also increased (Fig. 4C). Upon flagellin treatment, flagellin reduced tumor growth along with an increase in the concentration of TNF-α, and higher mRNA levels of *Tnfa* (Supplementary Fig. 3A–C), whereas the mRNA levels of *Arg1* were reduced (Supplementary Fig. 3C). Upon flagellin treatment, the levels of p-AKT2 were increased along with higher levels of PFKM (Supplementary Fig. 3D, E). Whereas, the Arg-1 levels were decreased (Supplementary Fig. 3D, E), indicating that upon C5aR1 inhibition, the release of flagellin molecules from dead bacteria could be involved in promoting M1 phenotype.

**Fig. 4:**
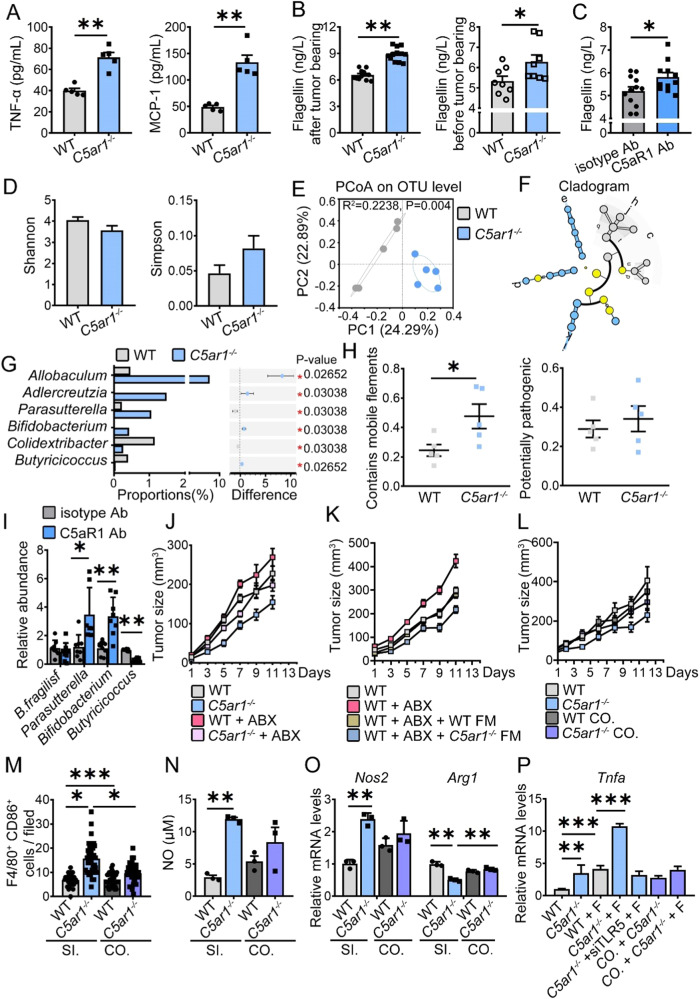
C5aR1 inhibition reset M1 polarization relies on modulating gut microbiota. **A** Serum samples were obtained from WT and *C5ar1*^*-/*-^ mice bearing MC-38 cells and subjected to examine the concentration of cytokines (*n* = 5/group). **B** Flagellin levels in the serum of WT and *C5ar1*^*-/*-^ mice with or without tumors were examined by ELISA (before tumor-bearing, *n* = 8; after tumor-bearing, *n* = 11 including 3 samples of a pilot experiment). **C** WT mice bearing MC-38 cells were injected with isotype control Ab or anti-C5aR1 Ab, and serum samples were obtained and subjected to ELISA to examine flagellin levels (*n* = 12 including 4 samples of the pilot experiment). **D** Shannon and Simpson diversities were assessed (*n* = 5). **E** principal coordinate analysis (PCoA) on the OUT level was examined (*n* = 5). Grey, WT; Blue, *C5ar1*^*-/-*^. **F** The differences between taxonomic or functional trees in two different groups (*n* = 5). **G** Wilcoxon rank-sum test bar plot on Genus level (*n* = 5). **H** The phenotype of mobile element initial for bacterial fitness and pathogenicity using the BugBase tool (*n* = 5). **D**–**H** The data shown are representative of one of two independent experiments. **I** The relative abundances of *Parasutterella*, *Bifidobacterium*, *B.fragilisf*, and *Butyricicoccus* were determined by real-time PCR (*n* = 8). The data shown represent a single experiment. **J** *C5ar1*^*+/+*^ and *C5ar1*^*-/-*^ mice were treated with ABX or normal water 3 weeks before tumor inoculation. The tumor growth and tumor weight were examined (*n* = 10). **K** MC-38 tumor growth in WT mice undergoing i.p. PMX-53 (1 mg/kg) with or without bacterial cocktail before tumor inoculation (ABX treated *C5ar1*^*-/-*^ mice, *n* = 6; others, *n* = 10/group). **L** *C5ar1*^*+/+*^ and *C5ar1*^*-/-*^ mice were housed alone or co-housed for 2 weeks prior to tumor inoculation. The tumor growth and tumor weight were examined (*n* = 14). **M** The numbers of F4/80^+^CD86^+^ TAMs were counted in tumor sections by Immunofluorescence staining (*n* = 3 tumor/group, 3 slide/tumor, 4 filed/slide). **M** The data shown represent a single experiment. **N** The concentrations of NO were assessed (*n* = 3). **O** Relative mRNA levels of the indicated genes were assessed by real-time RT-PCR (*n* = 3). **M**–**O** SI, single breeding, CO, co-cohoused breeding. **P** Relative mRNA levels of the *Tnfa* were assessed by real-time RT-PCR (*n* = 3). CO co-cohoused breeding, F flagellin. *P < 0.05; **P < 0.01; ***P < 0.001.

To confirm the role of bacterial flagellin in C5aR1 inhibition-regulated M1 polarization, we next examined the gut microbiota composition, and we found that compared with WT mice-bearing tumors, a difference in gut microbiota was observed in *C5ar1*^*-/-*^ mice-bearing tumors, although the Shannon and Simpson indices were barely affected (Fig. 4D, E). The relative abundance of the class Clostridia and the relative abundance of the family Lachnospiraceae was higher in WT mice bearing tumors (Fig. 4F and Supplementary Fig. 3F). In contrast, the abundance of the probiotic order Lactobacillales and family Lactobacillaceae was increased in *C5ar1*^*-/-*^ mice bearing MC-38 cells (Fig. 4F and Supplementary Fig. 3F). At the genus level, the relative proportions of *Allobaculum*, *Parasutterella*, and *Bifidobacterium* [23] which have anti-tumor properties, were significantly increased in *C5ar1*^*-/-*^ mice bearing tumors (Fig. 4G). Moreover, the initial phenotype of the mobile element for bacterial fitness was elevated without affecting pathogenicity (Fig. 4H). Similarly, upon anti-C5aR1 Ab treatment, the relative abundances of *Parasutterella* and *Bifidobacterium* were increased, and *Butyricicoccus* abundance was reduced (Fig. 4I).

To directly verify whether the gut microbiota was involved in regulating C5aR1 inhibition-modulated M1 polarization, we subsequently performed the antibiotic (ABX) cocktails experiment, fecal microbiota transplantation (FMT) experiment, and a cohousing experiment. We found that the reduced tumor growth by C5aR1 deficiency was abolished in the administration of the ABX cocktail (Fig. 4J and Supplementary Fig. 3G). Similarly, ABX treatment impaired the therapeutic effect of PMX-53 (Supplementary Fig. 3H). FMT experiment demonstrated that prophylactic transfer of *C5ar1*^*−/−*^ microbiota was able to suppress tumor growth (Fig. 4K and Supplementary Fig. 3I). In addition, CRC growth was no longer inhibited in *C5ar1*^*-/-*^ mice that co-housed with WT mice (Fig. 4L). The number of CD86^+^ TAMs and the NO concentration in TAMs were elevated in *C5ar1*^*-/-*^ mice bearing tumors, which were decreased when *C5ar1*^*-/-*^ mice were co-housed with WT mice (Fig. 4M, N). The mRNA levels of *Nos2* were increased, while the mRNA levels of *Arg1* decreased in TAMs isolated from *C5ar1*^*-/-*^ mice bearing tumors, which was reversed when *C5ar1*^*-/-*^ mice were co-housed with WT mice (Fig. 4O). In vitro experiments also revealed that the mRNA level of *Tnfa* was rescued when BMDMs of *C5ar1*^*-/-*^ co-housed mice were treated with flagellin (Fig. 4P). Collectively, these observations suggested that C5aR1 inhibition-mediated macrophage M1 polarization depended on the gut microbiota.

### Resetting M1 polarization by C5aR1 inhibition relies on IL-22-modulated gut microbiota

It has been reported that cytokines such as IL-22 and IL-17 are required for shaping gut flora via inducing AMPs and promoting epithelial barrier function [24–27]. IL-22 harbors more potent in AMPs induction [28]. We therefore assessed the cytokines production and found that the levels of IL-22 and IL-18, but not IL-17 were increased in *C5ar1*^*-/-*^ mice (Fig. 5A, B). Group 3 innate lymphoid cells (ILC3) and Th17 cells are the main producers of IL-22 [29]. Real-time RT-PCR showed that *Il22* mRNA levels were elevated (Fig. 5C and Supplementary Fig. 4). Moreover, the mRNA levels of AMPs encoded genes including regenerating family member 3α (*Reg3a*) and defensin α5 (*Defa5*) were increased in *C5ar1*^*-/-*^ IECs (Fig. 5D). The mRNA levels of Angiogenin-1 (*Ang1*) and *Ang4* that can be induced by IL-22 [30] were also increased in *C5ar1*^*-/-*^ IECs (Fig. 5D). The mRNA levels of *Retn1b* and antimicrobial protein intelectin 1 (*Itln1*) induced by IL-18 [31] were almost identical in *C5ar1*^*-/-*^ IECs (Fig. 5E). Meanwhile, the mRNA levels of *Mmp7* that is the downstream target of IL-17 [32, 33] were reduced in *C5ar1*^*-/-*^ IECs (Fig. 5F). These observations indicated that IL-22-regulated AMPs could drive the release of flagellin from dead bacteria, which contributed to C5aR1 inhibition-mediated M1 polarization.

**Fig. 5:**
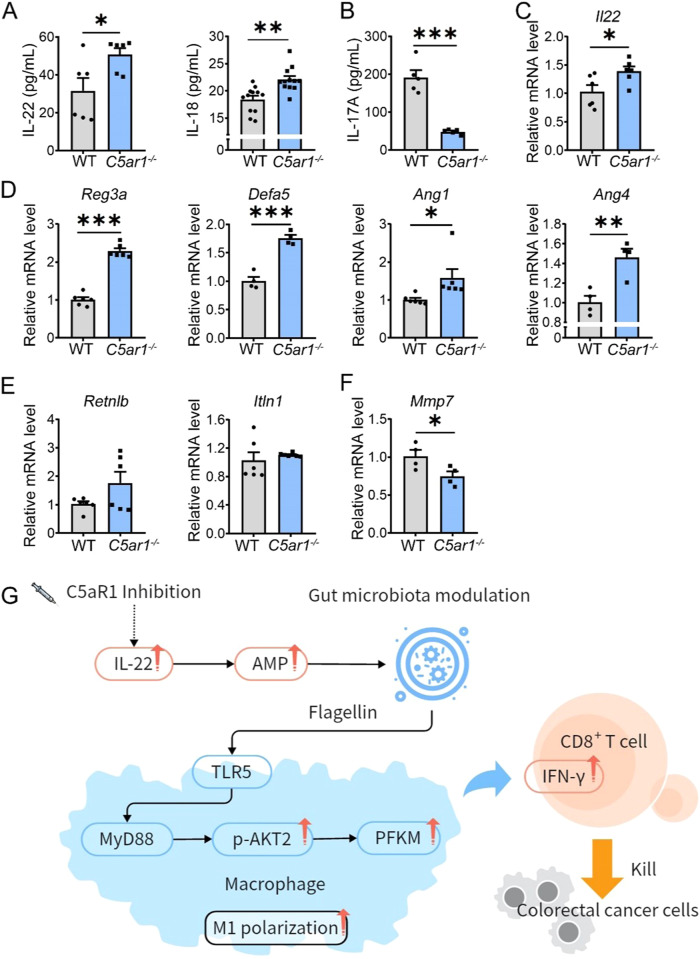
C5aR1 inhibition reset M1 macrophages could rely on IL-22-modulated gut microbiota. **A**, **B** Serum samples were obtained and subjected to ELISA to examine IL-22 (*n* = 6), IL18 (*n* = 12), and IL-17 levels (**B**, *n* = 5). **C** Relative mRNA levels of the *Il22* were assessed by real-time RT-PCR (*n* = 6). (**D**–**F**) Relative mRNA levels of the indicated genes were assessed by real-time RT-PCR (*n* = 4 or *n* = 6). **G** Upon C5aR1 inhibition, IL-22-induced AMPs promoted flagellin release from dead bacteria. Serum flagellin was increased along with the activation of TLR5/AKT2 signaling, leading to PFKM stabilization and the M1 phenotype, which in turn suppressed CRC growth.

### An increase of C5aR1 in TAMs predicts a poor prognosis

To assess the role of C5aR1 in CRC development, we examined the relative expression of C5aR1 in TAMs of CRC patients using single-cell RNA-seq data visualization and analysis (SCDVA, http://crcleukocyte.cancer-pku.cn/) [34]. We found that C5aR1 was highly expressed in myeloid cells, especially in TAMs (Supplementary Fig. 5A). We also assessed C5aR1 expression in immune cells and found that in normal human and mouse tissues (http://biogps.org), C5aR1 was aberrantly expressed in macrophages (Supplementary Fig. 5B). We confirmed that in comparison with para-carcinoma samples, C5aR1 was abundant in both tumor cells and TAMs (Supplementary Fig. 5C). Notably, it seemed that CRC patients with low C5aR1 expression in TAMs exhibited longer overall survival when compared to CRC patients with high C5aR1 expression in TAMs (Supplementary Fig. 5C). These data suggest that the aberrant accumulation of C5aR1 in TAMs may be critical for tumor growth.

Taken together, our data indicated that the expression of C5aR1 in TAMs could predict the prognosis of CRC patients. In addition, upon C5aR1 deletion or C5aR1 inhibition in vivo, IL-22-induced AMPs led to the release of flagellin from dead bacteria, activating TLR5/AKT2 signaling pathway, which promoted PFKM stabilization and the M1 phenotype, and subsequently enhanced T cell-mediated anti-tumor immunity and suppressed CRC growth (Fig. 5G).

## Discussion

C5a/C5aR1 signaling has been shown to promote tumor progression by recruiting MDSCs in breast malignancies [35]. In addition, C5a/C5aR1 drives the production of immunosuppressive cytokines and creates a pre-metastatic niche microenvironment [36]. Switching to M1 macrophages may be a promising treatment strategy for cancer immunotherapy. Macrophage polarization and function are affected by metabolism and metabolites. The blockade of C5aR1 decreases oxidative phosphorylation (OXPHOS) [37]. In the present study, we found that C5aR1 inhibition increased the expression of PFKM the key enzyme critical for glycolysis via TLR5-mediated AKT2 activation in TAMs; thus, rendering TAMs susceptible to M1 polarization (Figs. 1–3).

In our present study, we found that the absence of C5aR1 caused PFKM upregulation and glycolytic metabolism change in the original state of BMDMs (Fig. 2). A growing number of studies have raised the concept of “trained immunity” in which macrophages can acquire memory-like characteristics with metabolic and epigenetic reprogramming, and the immunological phenotype of trained macrophages has been proven to last at least 3 months and up to 1 year [38, 39]. Therefore, the original state of BMDMs can be different when they derived from mice that received different treatments.

Bacterial flagellin, the principal component of the flagellum, can be recognized by several cells including macrophages and neutrophils, via the transmembrane receptor TLR5. In our study, we found that inhibition of C5aR1 and deletion of C5aR1 increased serum flagellin concentration and induction of the M1 phenotype (Figs. 1–4 and Supplementary Fig. 3). Treatment of BMDMs with flagellin induced activation of the TLR5 signaling pathway, and M1 marker expression (Supplementary Fig. 3D, E). In contrast, blockade of TLR5 attenuated C5aR1 inhibition-regulated tumor suppression in association with a decrease in CD86 expression and glycolysis in macrophages (Figs. 3E–G, K, L). These data revealed that C5aR1 inhibition*-*induced flagellin release from dead bacteria could be the accelerator that drives the M1 phenotype and enhances T-cell-mediated anti-tumor immunity.

The abundance of *Bifidobacterium* is positively related to CD8^+^ T-cell infiltration [40], and *Bifidobacterium* inhibits tumor growth by enhancing T-cell anti-tumor immunity [41]. In this study, we also found that at the genus level, the relative proportions of probiotics, including *Allobaculum*, *Parasutterella*, and *Bifidobacterium* were increased in *C5ar1*^*-/-*^ mice bearing tumors (Fig. 4G). Consistently, C5aR1 inhibition in vivo also increased the relative abundances of *Parasutterella* and *Bifidobacterium*. These data suggest that C5aR1 deficiency and C5aR1 inhibition in vivo modulated the gut microbiota composition.

Gut flora can be shaped by several cytokines special IL-22 via controlling AMP production [28]. Our data showed that the serum concentration of IL-22 was elevated in parallel with an increase in the mRNA levels of AMPs (Fig. 5A, C), which could lead to an increase in flagellin release from dead bacteria. It has been shown that C5a is tented to enhance TLR2 signaling [42] which was involved in IL-22 generation [43, 44]. We found that in ILC3 cells isolated from C5aR1 KO mice, upon C5a treatment, the levels of *Il22* mRNA were obviously increased, which were blocked by Cucpt22 (Supplementary Fig. 4). The role of IL-22 in cancer immunity is controversial. It has been shown that IL-22 induced proliferation of human CRC cells via STAT3-dependent signaling [45]. While, in an AOM/DSS-induced CRC model, deletion of IL-22 increased in tumor number and tumor size [46]. The diverse roles of IL-22 in shaping gut flora in response to C5aR1 inhibition need to be further investigated.

Several inhibitors targeting C5aR1, such as MOR210, have been developed and are currently in phase I clinical trials for solid tumors (NCT04678921). Our results provide evidence that C5aR1 is aberrantly expressed in TAMs; inhibition of C5aR1 promotes M1 polarization via TLR5-mediated PFKM expression. Given that human CRC was highly infiltrated with C5aR1^+^ TAMs, and that an increase in survival was observed in CRC patients with C5aR1^-^ TAM tumors, we asserted that these malignancies could benefit from therapies targeting C5aR1.

## Materials and methods

### Mice

C57BL/6 (B6) (CD45.2), *Rag2*^*-/-*^, and *C5ar1*^*-/-*^ female mice at 6-8 weeks old were obtained from the Jackson Laboratory (Ellsworth, Maine, US). Mice were maintained and housed under specific pathogen-free (SPF) conditions. And mice were grouped randomly. At the end of the experiment, the mice were terminated humanely. The investigator was not blinded to the group allocation of the animals during the experiment. No statistical method was used to predetermine the sample size for the mice experiment, which was based on preliminary experimental results. The sample size of each experiment is shown in the legend. No data were excluded from the analysis. The mice were strictly bred and maintained according to protocols approved by the Institutional Animal Care and Use Committee of Xuzhou Medical University (Approval No. 202111A020 and 202202A021).

### Ectopic tumor implantation and weight measurements

Tumor implantation and weight measurements were performed as previously described [47].

For anti-C5aR1 Ab treatment, mice were treated with either the same volume of isotype control Ab or 1 mg/kg anti-C5aR1 mAb (clone 20/70, Cedarlane, Ontario, Canada) by intravenous (i.v.) injection on Day −1 and Day 7.

For PMX-53 treatment, mice were treated with either PBS or 1 mg/kg PMX-53 by i.v. every other day.

For flagellin treatment, mice were divided into two groups and treated with PBS or 10 μg/mouse flagellin (PrimeGene, Shanghai, China) by intraperitoneal injection on Day −1 and Day 7.

CD8^+^ T cell deletion was executed as described [47].

Macrophage depletion by anti-CSF-1R Ab (Leinco Technologies, Missouri, USA) or clodronate-loaded liposomes (Liposoma, Netherlands) was performed as described [48].

The in-house experiment and FMT experiment were performed as described [49]. For the FMT experiment, in brief, 100 mg feces from *C5ar1*^*-/-*^ or WT mice were given to mice treated with ABX. 2 weeks later, mice were implanted with MC-38 cells and given the fecal microbiome from *C5ar1*^*-/-*^ or WT mice for another 2 weeks.

The antibiotics treatment experiment was explored as described [50]. Briefly, 0.25 g Vancomycin (Macklin, Shanghai, China), 1 g penicillin (Macklin), 1 g neomycin (VICMED, Xuzhou, China), and 1 g metronidazole (VICMED) were dissolved in 1 liter (L) sterile drinking water. Solutions and bottles were changed 2–3 times per week.

### Cell isolation and culture

Bone marrow-derived macrophages (BMDMs), 293 T, and RAW264.7 cells were cultured as described [51]. Murine intestinal cells were isolated as described [49]. TAMs were harvested as described [52]. To obtain type 3 innate lymphoid cells (ILC3s), the intestine from mice was rinsed with PBS and then digested with RPMI-1640 containing 1 mg/mL collagenase IV (VICMED), 20 ng/mL DNase I (VICMED) at 37 °C for 45 min. The tubes were gently vortexed every 8–10 min. The cells were washed with fresh PBS, strained through a 70 µm cell strainer, and then stained with antibodies of ILC3 makers. Lin^-^ CD45^+^ CD127^+^ CD25^+^ ST2^-^ CCR6^+^ cells were sorted by flow cytometry, and cultured with RPMI-1640 containing 10% FBS.

### Reagents

PMX-53, TH1020 (TLR5 inhibitor), AT791 (TLR7/9 inhibitor), GSK717 (NOD2 inhibitor), cycloheximide (CHX), oligomycin, and MG-132 were obtained from MCE (Shanghai, China). 2-deoxy-D-glucose (2-DG) and glucose were purchased from VICMED.

### siRNAs, plasmid DNA, and transfection

siRNAs against PFKM (#1, 5′-GCUGAAUGAUCUCCAGAAATT-3′, 5′-UUUCUGGAGAUCAUUCAGCTT-3′; #2, 5′-GGACCAGACAGACUUUGAATT-3′, 5′-UUCAAAGUCUGUCUGGUCCTT-3′); TLR5 (#1, 5′-CGGGAACUGAAUUCCUUAATT-3′; 5′-UUAAGGAAUUCAGUUCCCGTT-3′; #2, 5′-GACCAAACAUUCAGAUUAUTT-3′; 5′-AUAAUCUGAAUGUUUGGUCTT-3′) and siMyd88 (#1, 5′-GCCUAUCGCUGUUCUUGAATT-3′; 5′-UUCAAGAACAGCGAUAGGCTT-3′; #2, 5′-CCAACGAUAUCGAGUUUGUTT-3′; 5′-ACAAACUCGAUAUCGUUGGTT-3′) was purchased from Jima (Shanghai, China). BMDMs were transfected with the indicated siRNAs as described [51]. After 24 h, cells were harvested and subjected to the indicated experiments.

### Plasmid DNA, lentivirus, and infection

Murine C5aR1 lentivirus was purchased from Obiosh (Shanghai, China). The murine PFKM cDNA was amplified and cloned into the pLVX-IRES-Zsgreen1 vector. Lentiviruses were generated and stable cell lines were established as described previously [53].

### Surface staining and flow cytometry analysis

The BM samples were stained with the indicated antibodies and analyzed using a FACSAria flow cytometer (BD Biosciences) [54].

For peritoneal lavage analysis, 5 mL of PBS was injected into the peritoneal cavity and the abdomen was gently massaged. After washing, nonspecific antibody binding to the cells was blocked and stained with the indicated antibodies.

The infiltrated immune cells in the tumor tissues were prepared as previously described [55]. The cells were stained with the indicated antibodies, and 7-AAD was used to label dead cells. The antibodies used are listed in Supplementary Table S1. All data were analyzed using FlowJo software (FlowJo LLC).

### Multiplexed immunofluorescence staining and confocal microscopy

A formalin-fixed, paraffin-embedded CRC tissue microarray was purchased from Shanghai Outdo and stained with the indicated antibodies using a PANO 7-plex IHC kit (PANO, Beijing, China). Images were acquired and analyzed using TissueFAXs and StrataQuest tissue analysis software (TissueGnostics, Beijing, China) as described [56].

Sections (5 μm) of paraffin-embedded tissues were stained with the indicated antibodies using a PANO 7-plex IHC kit (PANO), as previously described [56]. The analyses were performed using confocal laser scanning microscope (CLSM, Leica STELLARIS 5, Germany). The antibodies used are listed in Table S1.

### T cell proliferation assay

Naive CD8^+^ T cells were sorted from the spleens and lymph nodes of OT-I mice by FACS, labeled with 2.5 µM CFSE for 10 min, and cocultured with BMDMs pulsed with 3 µg/mL SIINFEKL peptide (OVA#SLBQ9036V). Three days later, the proliferation of CD8^+^ OT-I cells was analyzed by flow cytometry.

### Phagocytosis assay

MC-38 cells were labeled with 2.5 µM CFSE (BD Biosciences) for 10 min and co-cultured with TAMs. After 48 h, cells were collected and subjected to flow cytometry to analyze the phagocytosis of TAMs.

### Metabolic assays

The extracellular acidification rate (ECAR) and oxidative phosphorylation (OCR) were measured using an XF 24 extracellular flux analyzer (Seahorse Bioscience) as described [53]. The measurements were normalized to the cell number.

### Newly synthesized CD86 protein examination

BMDMs were transfected with siNC or the indicated siRNA. After 24 h, the cells were treated and subjected to flow cytometry to analyze the newly synthesized CD86 according to the manufacturer’s protocol (ab235634, Cambridge, CB2 0AX, UK).

### C5aR1 expression

*C5aR1* mRNA expression in different mouse cells/tissues or different human cells, as per BioGPS (http://biogps.org). The online database Gene Expression Profiling Interactive Analysis (GEPIA2, http://gepia2.cancer-pku.cn/#index) was used to analyze the survival analysis for C5aR1 expression with CRC.

### Microarray analysis

Total RNA was isolated from the BMDMs of *C5aR1*^*+/+*^ and *C5aR1*^*-/-*^ mice using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. Library preparation, clustering, and sequencing were performed by MajorBio (Shanghai, China).

### Real-time RT-PCR

The total RNA of TAMs was extracted using the Cell-to-CT 1-step Power SYBR Green kit (Invitrogen) as described [52]. Total RNA was isolated, and cDNAs were synthesized and subjected to real-time RT–PCR as described [56]. The primers used for PCR are listed in Table S2.

### Fecal DNA extraction and quantification

Fecal DNA was extracted using the CWBIO Stool Genomic DNA Kit (CWBIO, China) according to the manufacturer’s protocol, and the concentration was measured by Nanodrop Lite (Thermo). The quantitative PCR assays were performed using the LightCycler 480 SYBR Green Master Mix (Roche (USA) 04887352001). The primers used for PCR are listed in Table S3.

### Fecal 16 S rRNA microbial analysis

Fresh feces collected from individual mice were stored at −80 °C until analysis. Fecal DNA extraction and sequencing were performed by Majorbio (Shanghai, China) as described [57]. Data processing was performed as described [57].

### Immunoblot assay

Immunoblotting was performed as previously described [58]. The antibodies used are listed in Table S1.

### In vivo Ubiquitination Assay

Proteins of sorted macrophages from peritoneal lavage were extracted and subjected to immunoprecipitation as described [58]. Western blotting was performed to probe ubiquitinated forms of PFKM.

### Protein half-life assay

Protein half-life assay was performed as described [58].

### Nitric oxide (NO) concentration and cytometric bead array (CBA)

The concentrations of NO and cytokines were assessed using a Nitric Oxide Assay Kit (Beyotime Biotechnology, Shanghai, China) or a CBA kit (BioLegend), according to the manufacturer’s instructions.

### Enzyme-linked immunosorbent assay (ELISA)

The concentration of MCP-5 and flagellin in the serum was examined using ELISA kits (Jiangsu Meimian Industrial Co., Ltd., Yancheng, China) according to the manufacturer’s instructions.

### Statistical analysis

Experiments using flagellin, anti-CSF1R, or anti-CD8 antibodies, ABX treatment, and FMT were performed once. The other mouse experiments were repeated twice and the data were combined. The data were processed using SPSS25.0 statistical software, and the measurement data are expressed as mean ± standard deviation (x ± s). Two groups with normality and homogeneity of variance were tested using independent samples. One-way ANOVA followed by LSD was used to test pairwise comparisons between groups. Based on the median number of C5aR1^+^ TAMs in CRC tissues. Seventy-seven CRC samples were divided into a high C5aR1 expression group (*n* = 38) and a low C5aR1 expression group (*n* = 39). The relationship between C5aR1 expression levels in TAMs and the survival rate of patients was analyzed using the log-rank (Mantel-Cox) test. The hypothesis testing level was set at α = 0.05, and *P* < 0.05. Statistical graphs were plotted using the GraphPad Prism software (version 9.0).

### Supplementary information

supplemently material

Original Data File

checklist

## Data Availability

All data generated during this study are included either in this article or in the supplementary information files. The gene expression data has been deposited in the GEO database under the accession number GSE252048.

# Supplementary material for: Blockade of C5aR1 resets M1 via gut microbiota-mediated PFKM stabilization in a TLR5-dependent manner
**Source:** Cell Death Dis. 2024 Feb 8;15(2):120. doi: 10.1038/s41419-024-06500-4
**Supplement:** Supplementary file 1 — supplemently material

**Supplementary Fig.1**

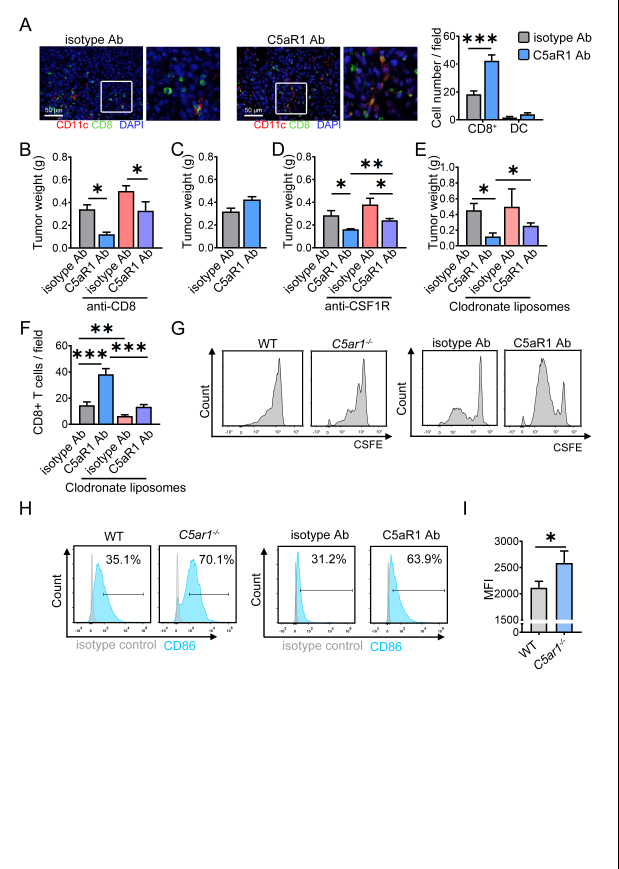

**Supplementary Fig.2**

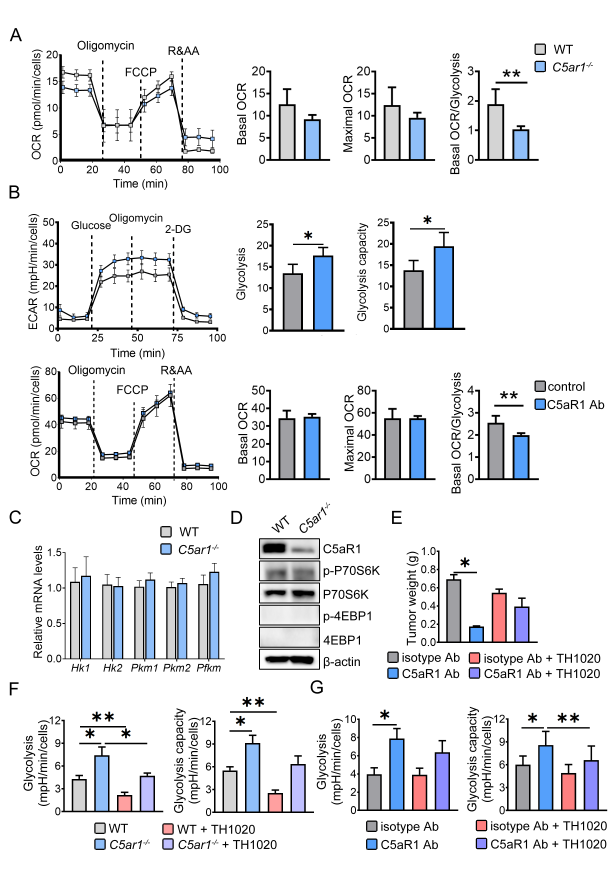

**Supplementary Fig.3**

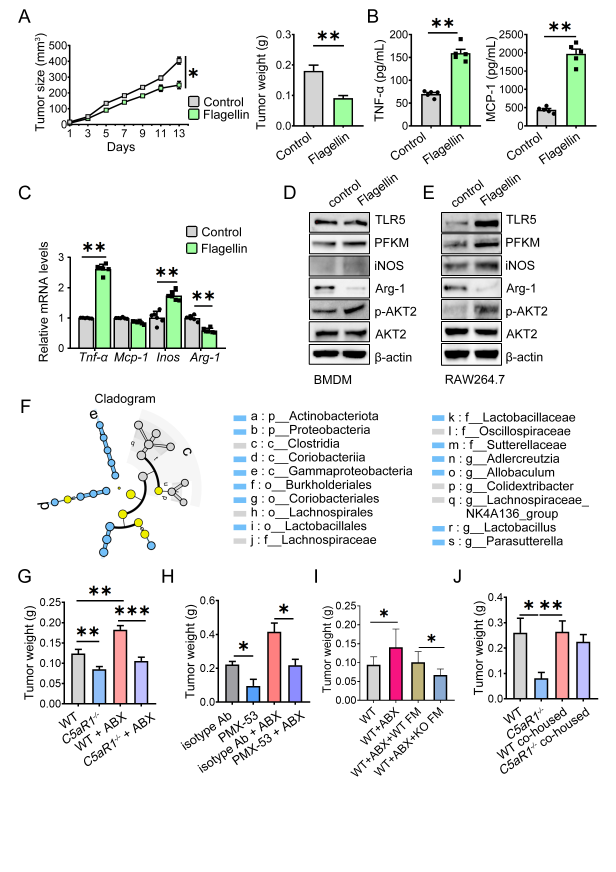

**Supplementary Fig.4**

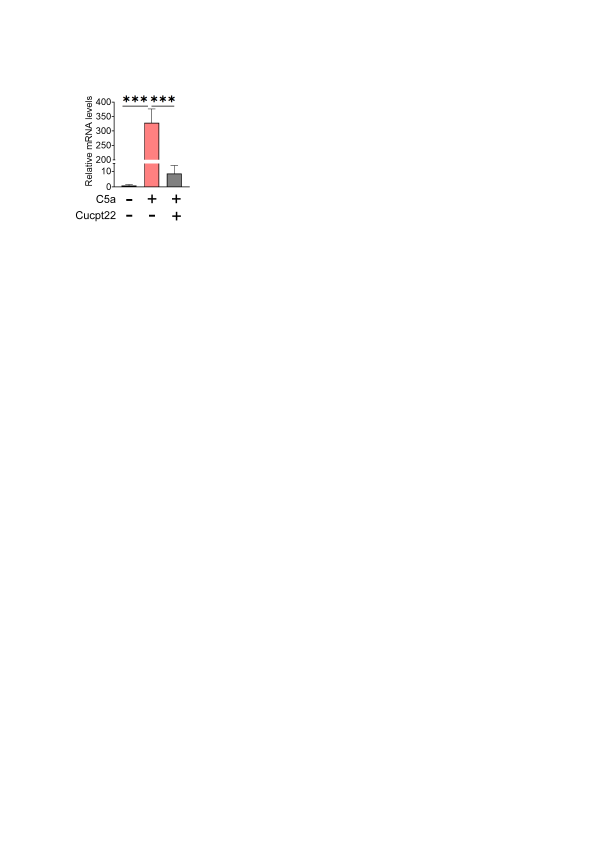

**Supplementary Fig.5**

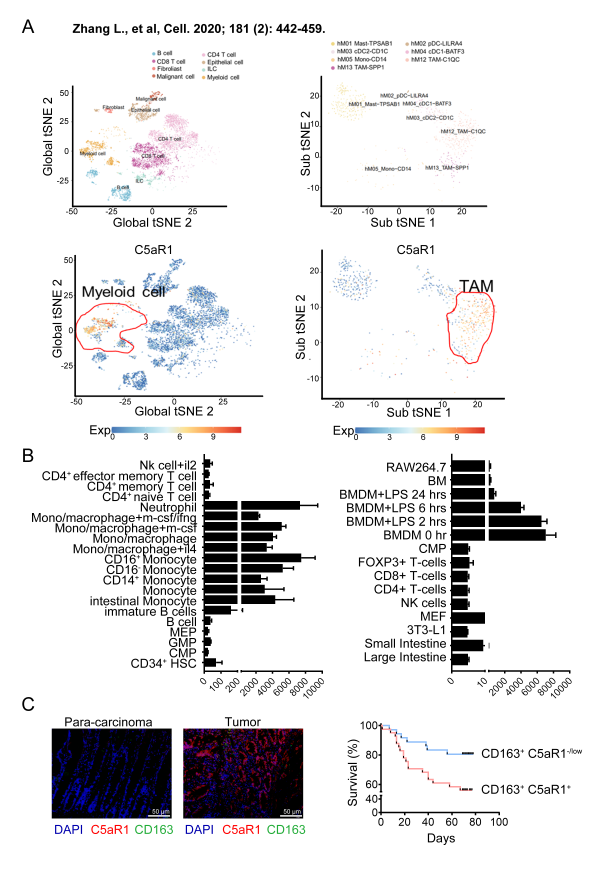

**Supplementary Fig.1 C5aR1 inhibition re-programs TAMs towards M1 phenotype and promotes T cell proliferation.**

(A) Immunofluorescence for CD8 (green), CD11c (red), and DAPI (blue) in tumor sections was performed. (B-E) The tumor weights were examined. (F) The number of CD8^+^ T cells was counted in tumor sections by Immunofluorescence staining. (G) The OVA-mediated T-cell proliferation was analyzed by flow cytometry. (H) The percentages of CD86^+^ macrophages in peritoneal lavage were analyzed by flow cytometry. (I) The phagocytosis of macrophages was assessed by flow cytometry.

**Supplementary Fig.2 C5aR1 inhibition re-programs TAMs towards M1 phenotype via activation of the TLR5/AKT2 signaling pathway.**

(A) BMDMs were treated by sequential injection of following compounds: oligomycin (2 μmol/L), carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP, 4 μmol/L) and antimycin A (1 μmol/L) plus rotenone (100 nmol/L), the basal respiration and maximal respiration of the OCR were quantified. The ratio of basal respiration and glycolysis was analyzed. The data shown represent a single experiment. (B) The ECAR and OCR were determined by extracellular flux analysis, and the glycolysis and glycolysis capacity of the ECAR were quantified. The basal respiration and maximal respiration of the OCR were quantified. And the ratio of basal respiration and glycolysis was analyzed. The data shown represent a single experiment. (C) The relative levels of the indicated genes were quantified by real-time RT-PCR (n = 3). (D) The indicated protein expression levels were examined by Western blotting analysis (E) The tumor weights were examined. (F-G) The glycolysis and glycolysis capacity were analyzed.

**Supplementary Fig.3 Bacterial flagellin is required for C5aR1 inhibition-reset M1 phenotype.**

(A) WT mice bearing MC-38 cells were i.p. injected with PBS or flagellin (10 μg/mouse). The tumor growth was monitored, and tumor weights were examined at the end of the experiment (ctrl, n = 8; flagellin, n = 6). (B) Cell culture supernatant samples were obtained from BMDMs treated with or without flagellin (100 ng/mL) and subjected to analyze the concentration of cytokines (n = 5). (C) Relative mRNA levels of the indicated genes were assessed by real-time RT-PCR (n = 6). (D-E) The indicated protein expression levels were examined by Western blotting analysis. (F) The differences between taxonomic or functional trees in two different groups (n = 5). (G-J) The tumor weights were examined. In H, MC-38 tumor growth in WT mice undergoing i.p. PMX-53 (1mg/kg) with or without bacterial cocktail before tumor inoculation (n = 10). *, *P* < 0.05, **, *P*< 0.01.

**Supplementary Fig.4 C5aR1 inhibition reset M1 macrophages could rely on ILC3s derived IL-22.**

The *C5ar1^-/-^* ILC3 were sorted by FACS, and subjected to C5a treatment (10 ng/mL) or the same volume of control diluent in the absence or presence of Cucpt22 (5 μM) for 24 h. The relative mRNA levels of *Il22* were quantified by real-time RT-PCR (n = 3).

**Supplementary Fig.5 Increase of C5aR1 in TAMs predicts a poor prognosis.**

(A) The relative expression of C5aR1 on TAMs was analyzed. (B) The distribution of C5aR1 in human and mouse tissue/cells. (C) Immunofluorescence for C5aR1 (red), CD163 (green), and DAPI (blue) in tumor sections were performed (n=77). Kaplan–Meier curves for progression-free survival probability in CRC patients.

**Table S1.** Antibody Information.

| Antibody | Cat number | Company | Dilution factor |
| --- | --- | --- | --- |
| anti-PE-Cy7-CD16/32 | Cat: 101318 | BioLegend | 1:200 |
| anti-BV510-F4/80 | Cat: 123135 | BioLegend | 1:200 |
| anti-FITC-CD11b | Cat: 101206 | BioLegend | 1:200 |
| anti-Percp-Cy5.5-CD45 | Cat: 103132 | BioLegend | 1:200 |
| anti-APC-CD127 | Cat: 121122 | BioLegend | 1:200 |
| anti-PE-IL-33Ra | Cat: 146607 | BioLegend | 1:200 |
| anti-PE/Cy7-CD25 | Cat: 552880 | BioLegend | 1:200 |
| anti-BV421-CD196 | Cat: 129817 | BioLegend | 1:200 |
| anti-FITC-CD80 | Cat: E-AB-F0992UC | Elabscience | 1:200 |
| anti-APC-CD86 | Cat: E-AB-F0994UD | Elabscience | 1:200 |
| anti-APC-Cy7-CD45 | Cat: 561037 | BD Biosciences | 1:200 |
| anti-PE-Cy7-CD11c | Cat: 558079 | BD Biosciences | 1:200 |
| anti-BV510-F4/80 | Cat: 553036 | BioLegend | 1:200 |
| anti-PerCP-CD8 | Cat: 553036 | BioLegend | 1:200 |
| anti-PE/Cy7-TCRβ | Cat: 109222 | BioLegend | 1:200 |
| anti-PE-MHCⅡ | Cat: EAB-F0990UD | Elabscience | 1:200 |
| anti-CD163 | Cat: 16646-1-AP | Protaintech | 1:100 |
| anti-CD68 | Cat: 25747-1-AP | Protaintech | 1:100 |
| anti-C5aR1 | Cat: 21316-1-AP | Protaintech | 1:2000 |
| anti-F4/80 | Cat: D2S9R | CST | 1:100 |
| anti-IFN-γ | Cat: 9134 | Abcam | 1:100 |
| anti-CD86 | Cat: E5W6H | CST | 1:100 |
| anti-CD8 | Cat: D4W2Z | CST | 1:100 |
| anti-INOS | Cat: 80517-1-RR | Protaintech | 1:2000 (WB)  1:100 (IF) |
| anti-Arg1 | Cat: SY09-06 | HUABIO | 1:2000 |
| anti-HK1 | Cat: 19662-1-AP | Proteintech | 1:2000 |
| anti-HK2 | Cat: 22029-1-AP | Proteintech | 1:2000 |
| anti-PKM1 | Cat: 15821-1-AP | Proteintech | 1:2000 |
| anti-PKM2 | Cat: 15822-1-AP | Proteintech | 1:2000 |
| anti-PFKM | Cat: 55028-1-AP | Proteintech | 1:2000 |
| anti-4EBP1 | Cat: AF6432 | Affinity | 1:2000 |
| anti-P70S6K | Cat: AF6228 | Affinity | 1:2000 |
| anti-p-P70S6K | Cat: AF3228 | Affinity | 1:2000 |
| anti-p-4EBP1 | Cat: S65 | CST | 1:2000 |
| anti-p-AKT2 | Cat: HA500116 | HUABIO | 1:2000 |
| anti-AKT2 | Cat: HA500091 | HUABIO | 1:2000 |
| anti-TLR5 | Cat: Bs-1197R | Bioss | 1:2000 |
| anti-Myd88 | Cat: Bs-1047R | Bioss | 1:2000 |
| anti-Ub | Cat: 10201-2-AP | Proteintech | 1:2000 |
| anti-β-actin | Cat: 66009-1-Ig | Proteintech | 1:2000 |

**Table S2.** Real-time RT-PCR primers

| Gene name | Direction | Sequence |
| --- | --- | --- |
| *Il6* | Forward  Reverse | 5’-CCGGAGAGGAGACTTCACAG-3’  5’-TCCACGATTTCCCAGAGAAC-3’ |
| *Nos2* | Forward  Reverse | 5’-GTGGTGACAAGCACATTTGG-3’  5’-AAGGCCAAACACAGCATACC-3’ |
| *Arg1* | Forward  Reverse | 5’-GACCTGGCCTTTGTTGATGT-3’  5’-CAGCTCTTCATTGGCTTTCC-3’ |
| *Hk1* | Forward  Reverse | 5’-CCAAAATAGACGAGGCCGTA-3’  5’-TTCAGCAGCTTGACCACATC-3’ |
| *Hk2* | Forward  Reverse | 5’-GAAGATGATCAGCGGGATGT-3’  5’-GCCAGTGGTAAGGAGCTCTG-3’ |
| *Pkm1* | Forward  Reverse | 5’-GCTGTTTGAAGAGCTTGTGC-3'  5’-TTATAAGAGGCCTCCACGCT-3' |
| *Pkm2* | Forward  Reverse | 5’-GTCTGGAGAAACAGCCAAGG-3'  5’-CGGAGTTCCTCGAATAGCTG-3' |
| *Pfkm* | Forward  Reverse | 5’-TGACACAGCACTGAACACCA-3’  5’-AGCCACCCATAGTCTCGATG-3’ |
| *Ccl5* | Forward  Reverse | 5’-ATATGGCTCGGACACCACTC-3’  5’-GCACTTGCTGCTGGTGTAGA-3’ |
| *Cxcl5* | Forward  Reverse | 5’-CGCTAATTTGGAGGTGATCC-3’  5’-TGGATCCAGACAGACCTCCT-3’ |
| *Cxcl9* | Forward  Reverse | 5’-CGCTGTTCTTTTCCTCTTGG-3’  5’-GGAGCATCGTGCATTCCTTA-3’ |
| *Nod2* | Forward  Reverse | 5’-CTCCACTGCCTCTGCCTTAC-3’  5’-GCGAGACTGAGTCAACACCA-3’ |
| *Myd88* | Forward  Reverse | 5’-CTTGATGACCCCCTAGGACA-3’  5’-TCATCACCTGCACAAACTCG-3’ |
| *Tlr9* | Forward  Reverse | 5’-ACTTCGTCCACCTGTCCAAC-3’  5’-TCATGTGGCAAGAGAAGTGC-3’ |
| *Ifi44* | Forward  Reverse | 5’-AGCCCTATGGAGACCTGGTT-3’  5’-TGCCCTTGAACACAGACTTG-3’ |
| *Cxcr2* | Forward  Reverse | 5’-TCTGCTACGGGTTCACACTG-3’  5’-ACAAGGACGACAGCGAAGAT-3’ |
| *Ifng* | Forward  Reverse | 5’-TGAATGTCCAACGCAAAGCA-3'  5’-TCGCTTCCCTGTTTTAGCTG-3' |
| *Tnfa* | Forward  Reverse | 5’-ACGGCATGGATCTCAAAGAC-3’  5’-GTGGGTGAGGAGCACGTAGT-3’ |
| *Ccl2* | Forward  Reverse | 5’-AGGTCCCTGTCATGCTTCTG-3’  5’-CGTTAACTGCATCTGGCTGA-3’ |
| *Il22* | Forward  Reverse | 5’-ATGAGTTTTTCCCTTATGGGGAC-3’  5’-GCTGGAAGTTGGACACCTCAA-3’ |
| *Mmp7* | Forward  Reverse | 5’-CTGCCACTGTCCCAGGA-3’  5’-GGGAGAGTTTTCCAGTCATG-3’ |
| *Reg3α* | Forward  Reverse | 5’-AATGGAGGTGGATGGGAGTG-3’  5’-ACCACGGTTGACAGTAGAGG-3’ |
| *Ang1* | Forward  Reverse | 5’-CACCACTTGTACGCACTCAG-3’  5’-ACTCATCGAAGTGGACAGGC-3’ |
| *Ang4* | Forward  Reverse | 5’-GGTTGTGATTCCTCCAACTCTG-3’  5’-CTGAAGTTTTCTCCATAAGGGC-3’ |
| *Retnlb* | Forward  Reverse | 5’-CATCCTCGTCTCCCTTCTCC-3’  5’-GCAGGAGATCGTCTTAGGCT-3’ |
| *Ltln1* | Forward  Reverse | 5’-GAGCACACAAAGGCACAAGA-3’  5’-ACTTCCCACGCATGTTGTTC-3’ |
| *Actb* | Forward  Reverse | 5’-GCTACAGCTTCACCACCACA-3’  5’-TCTCCAGGGAGGAAGAGGAT-3’ |

**Table S3.** Fecal DNA PCR primers

| Gene name | Direction | Sequence |
| --- | --- | --- |
| B.*fragilis* | Forward  Reverse | 5’-TGATTCCGCCATGGTTTCATT-3’  5’-CGACCCATAGAGCCTTCATC-3’ |
| *Parasutterella* | Forward  Reverse | 5’-GGAAGTACGGTCGCAAGA-3’  5’-TGTCAAGGGTTGGGTAAGACA-3’ |
| *Butyricicoccus* | Forward  Reverse | 5’-ACCTGAAGAATAAGCTCC-3’  5’-GATAACGTTGCTCCCTACGT-3’ |
| *Bifidobacterium* | Forward  Reverse | 5’-CTCCTGGAAACGGGTGG-3’  5’-GGTGTTCTTCCCGATATCTACA-3’ |
| *16S* | Forward  Reverse | 5’-ACTCCTACGGGAGGCAGCAG-3’  5’-ATTACCGCGGCTGCTGG-3’ |

# Supplementary material for: Blockade of C5aR1 resets M1 via gut microbiota-mediated PFKM stabilization in a TLR5-dependent manner
**Source:** Cell Death Dis. 2024 Feb 8;15(2):120. doi: 10.1038/s41419-024-06500-4

**Figure 2C**

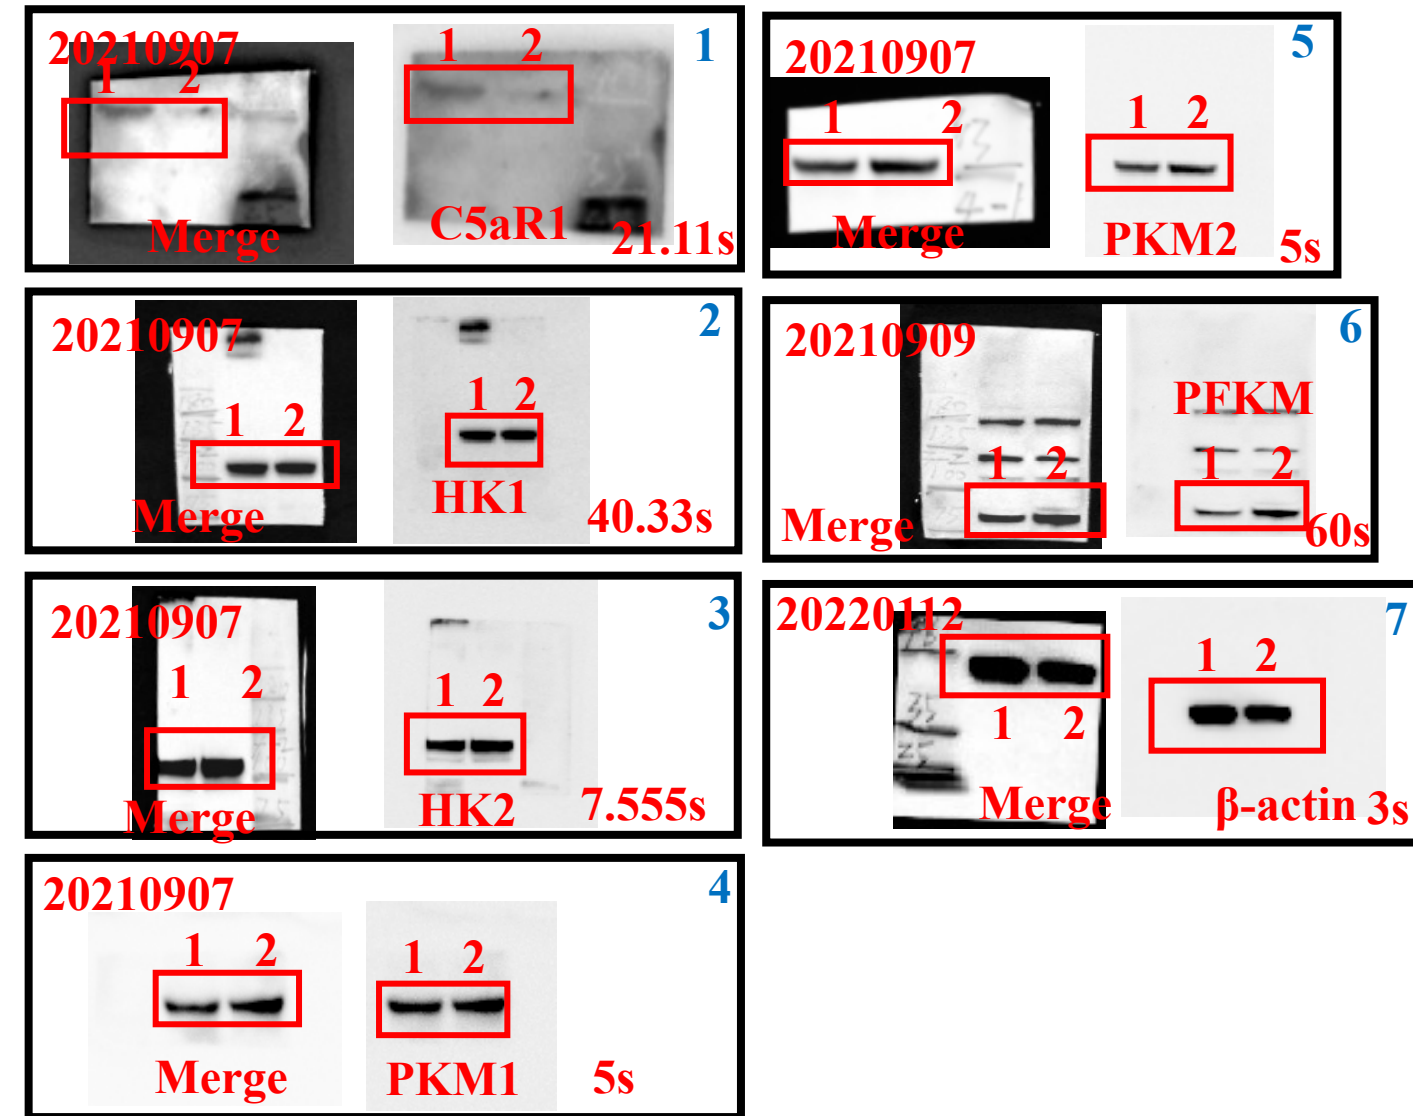

1:WT  
2:*C5ar1*<sup>-/-</sup>

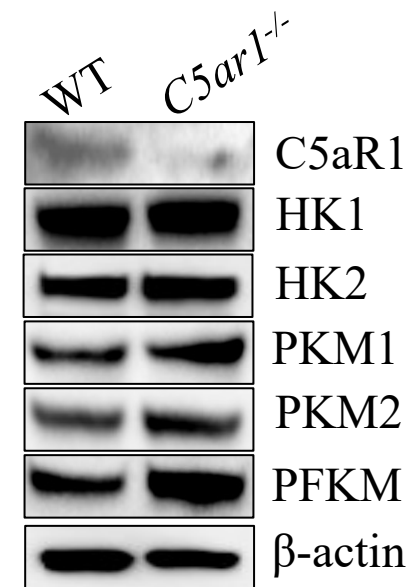

Figure 2D

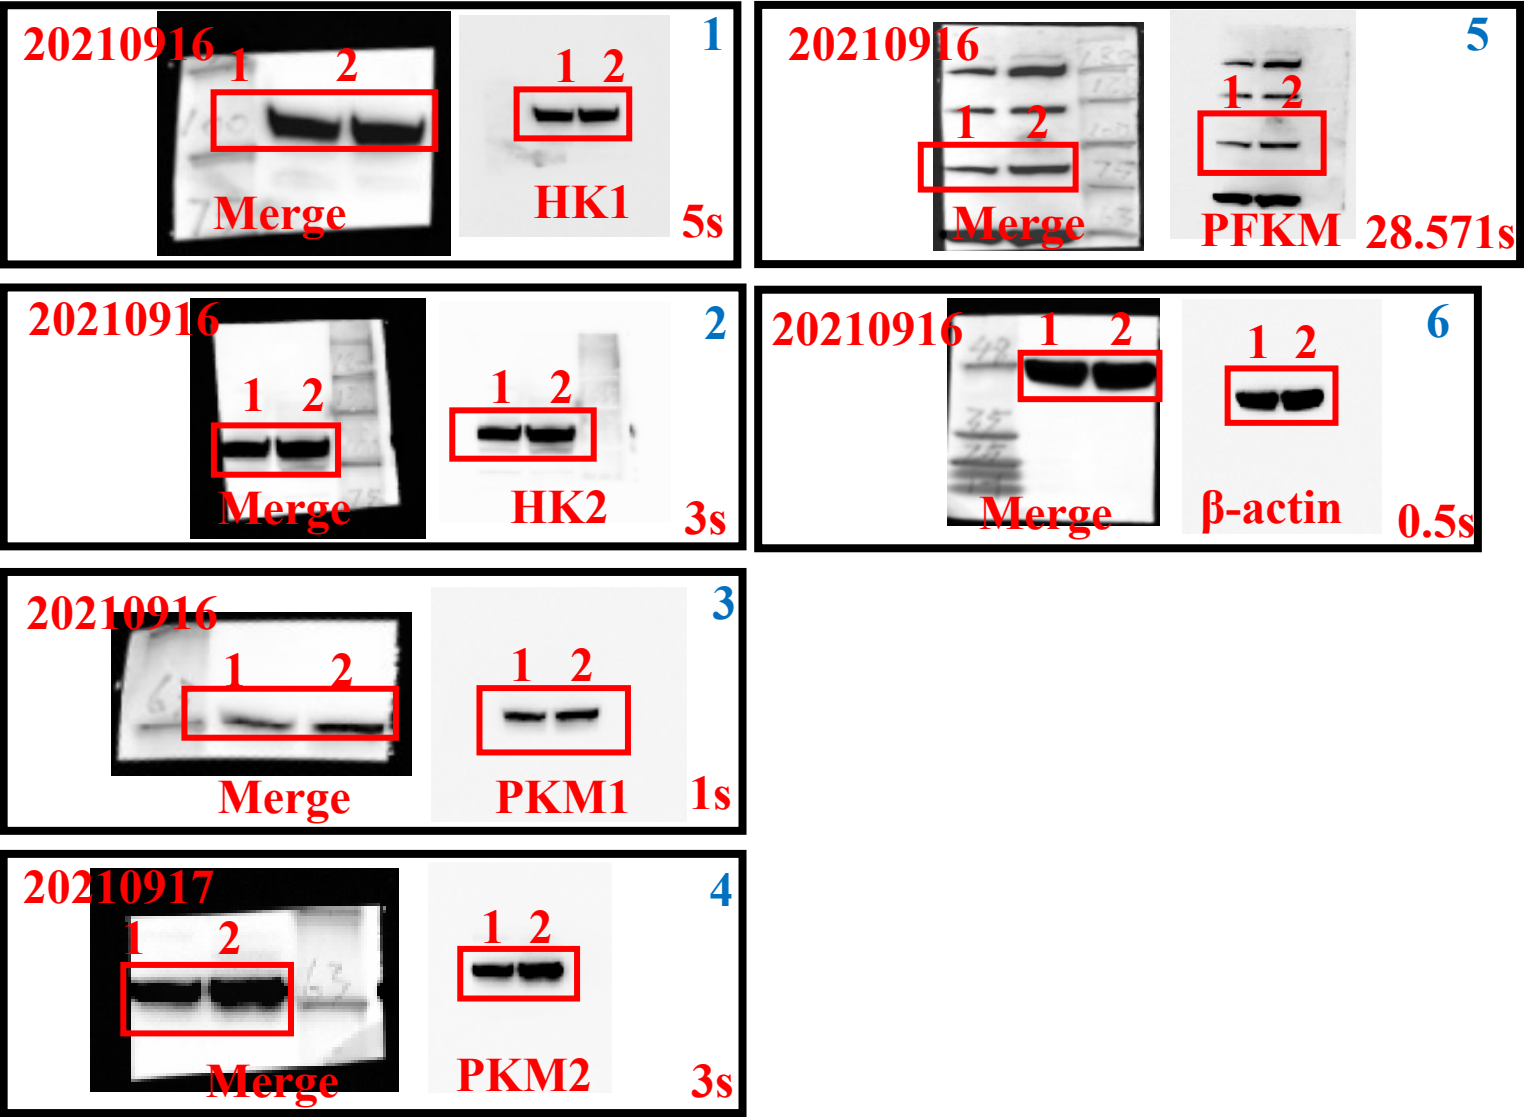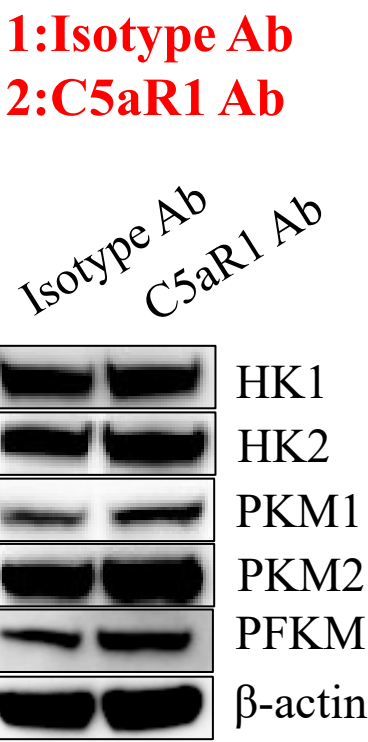

# Figure 2E

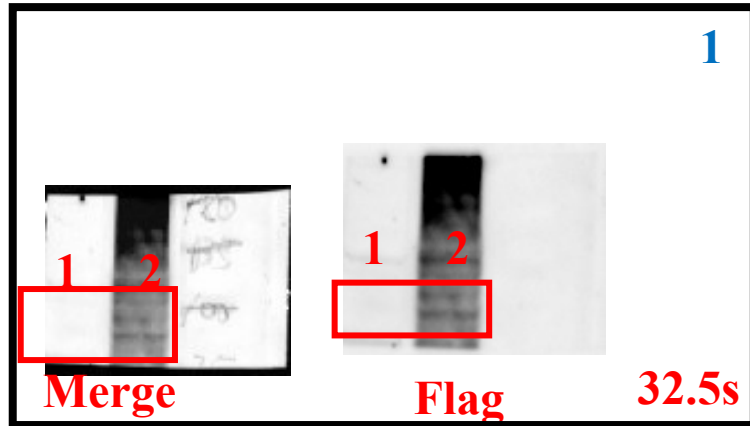

**1:NC**  
**2:PFKM**

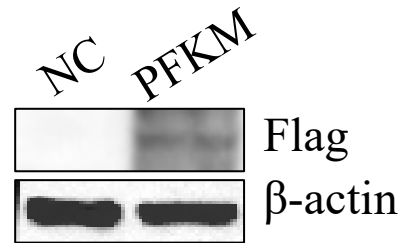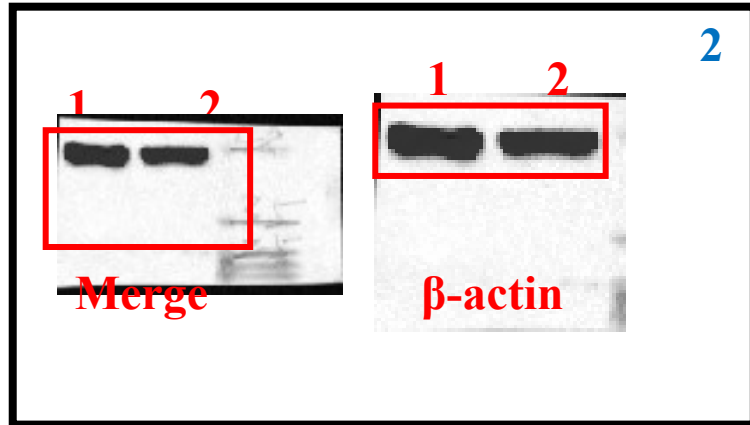

# Figure 2G

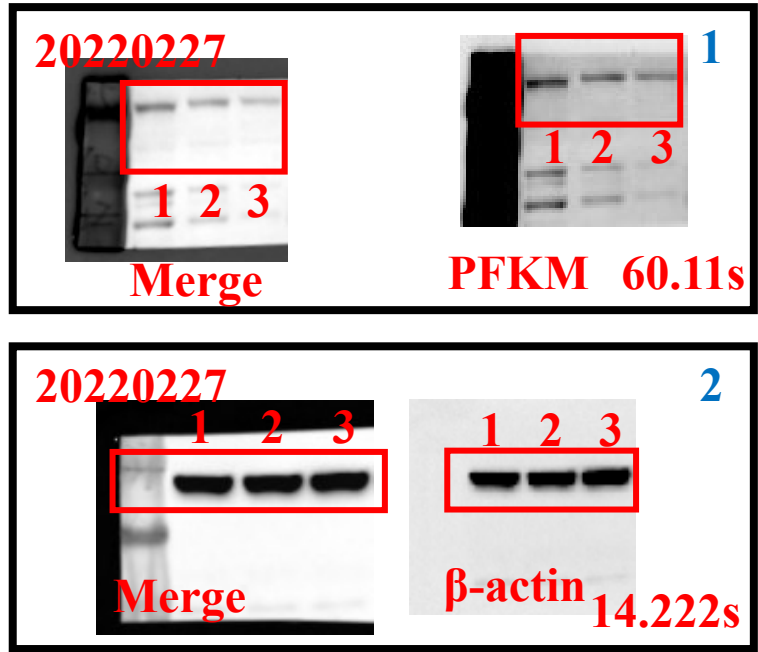

1:siNC  
2:siPFKM#1  
3: siPFKM#2

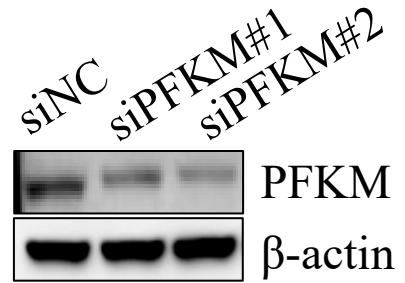

Figure 2I

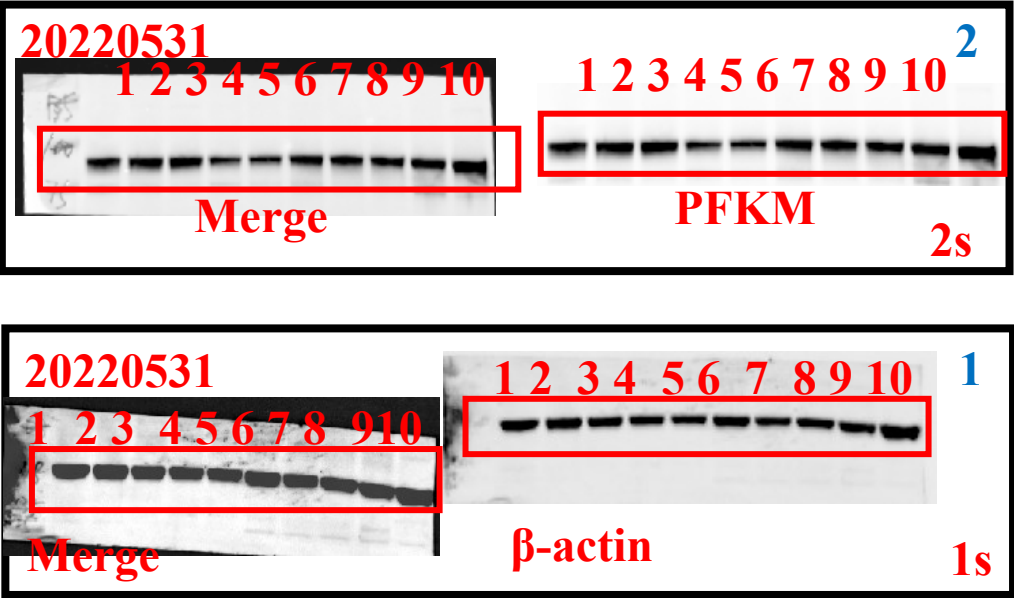

- 1:Isotype Ab(0h)
- 2:Isotype Ab(1h)
- 3:Isotype Ab(2h)
- 4:Isotype Ab(4h)
- 5:Isotype Ab(8h)
- 6:C5aR1 Ab(0h)
- 7:C5aR1 Ab(1h)
- 8:C5aR1 Ab(2h)
- 9:C5aR1 Ab(4h)
- 10:C5aR1 Ab(8h)

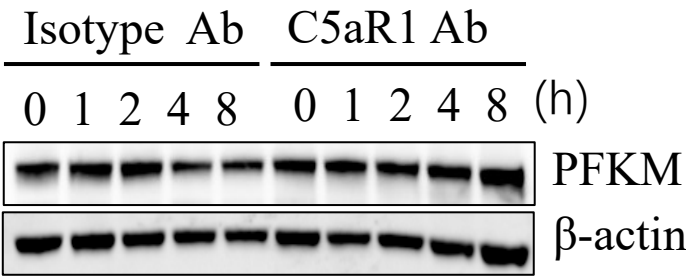

Figure 2J

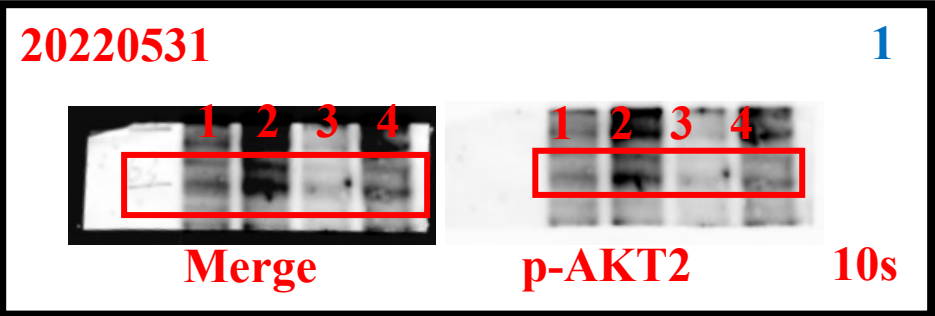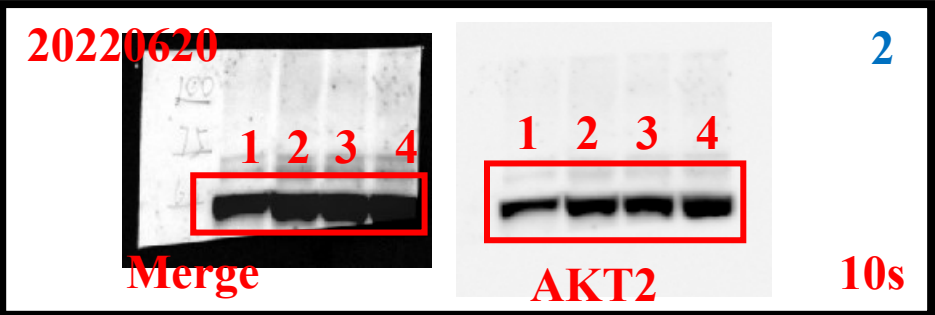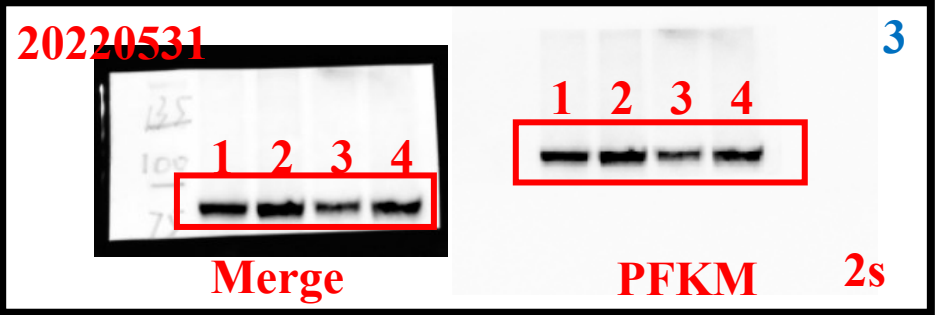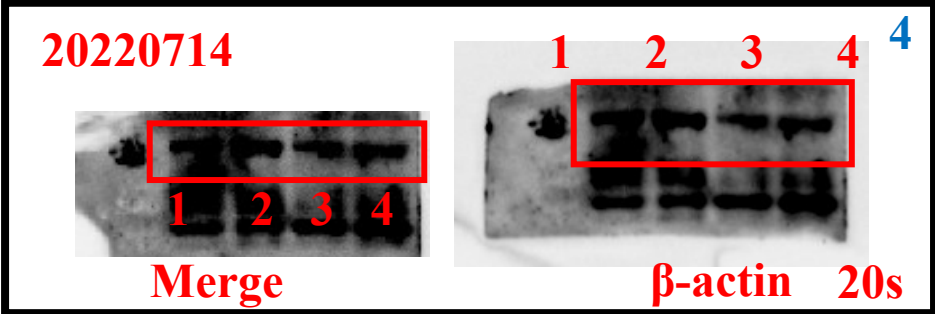

1:C5aR1 Ab+capivasertib  
2:C5aR1 Ab  
3:Isotype Ab+capivasertib  
4:Isotype Ab

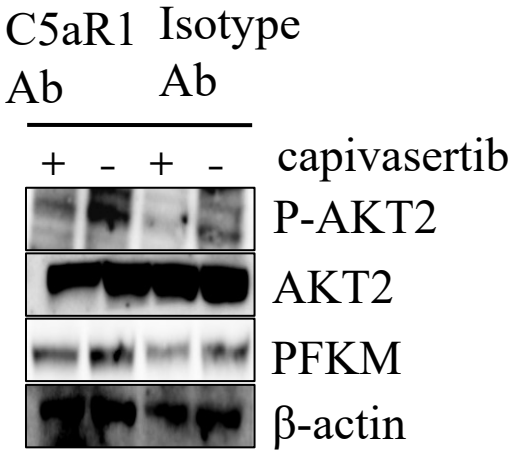

Figure 2K

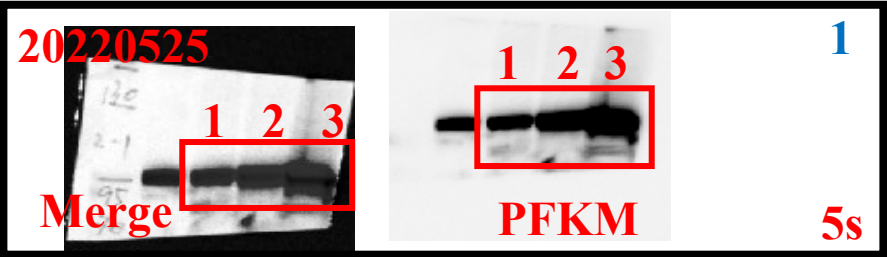

1:Isotype Ab  
2:C5aR1 Ab  
3:C5aR1  
4:Ab+MG132

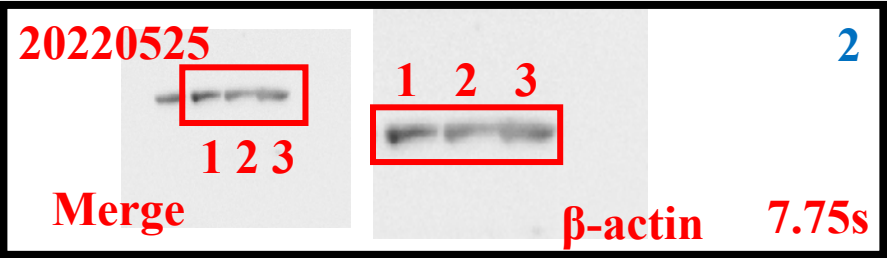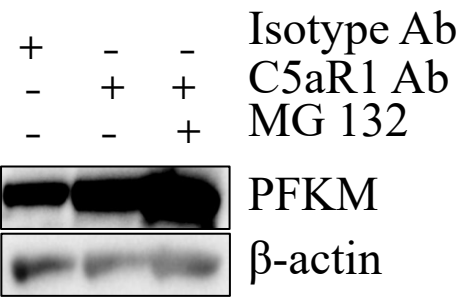

**Figure 2L**

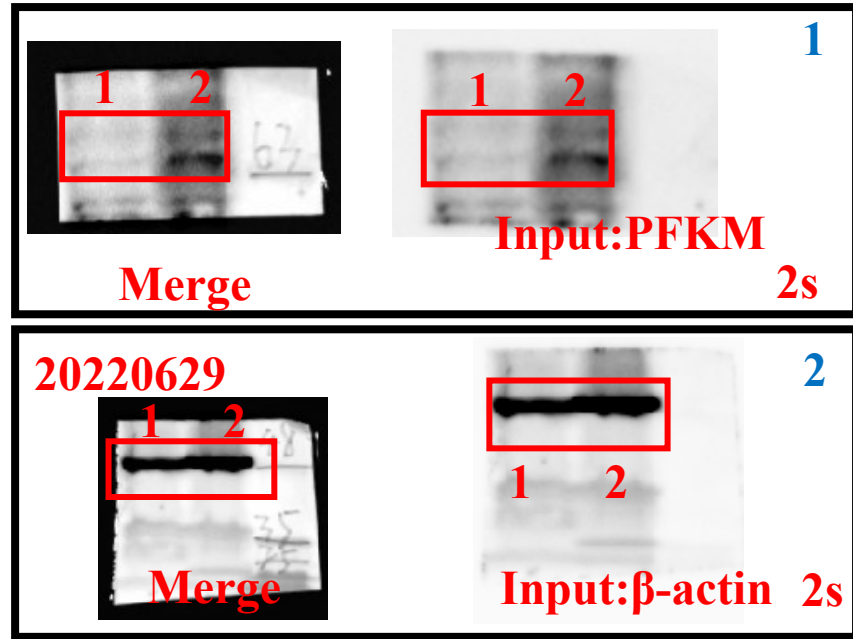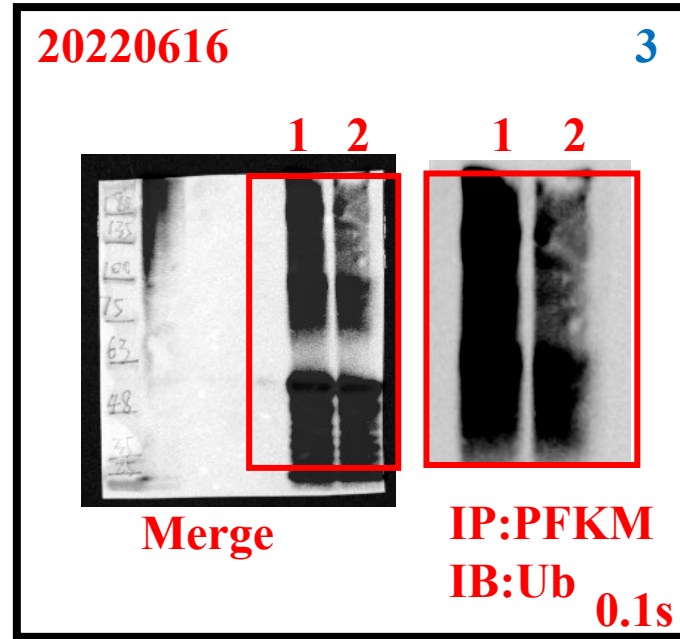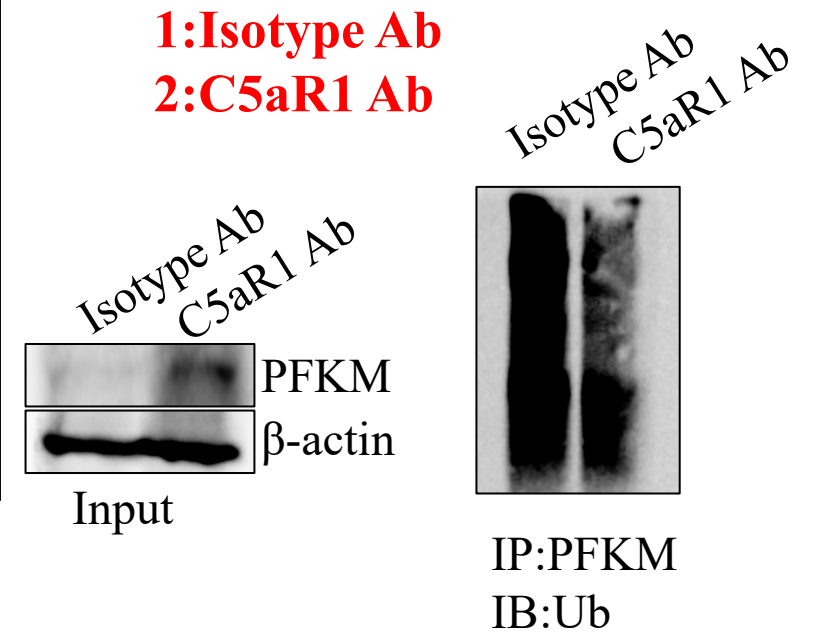

Figure 3H

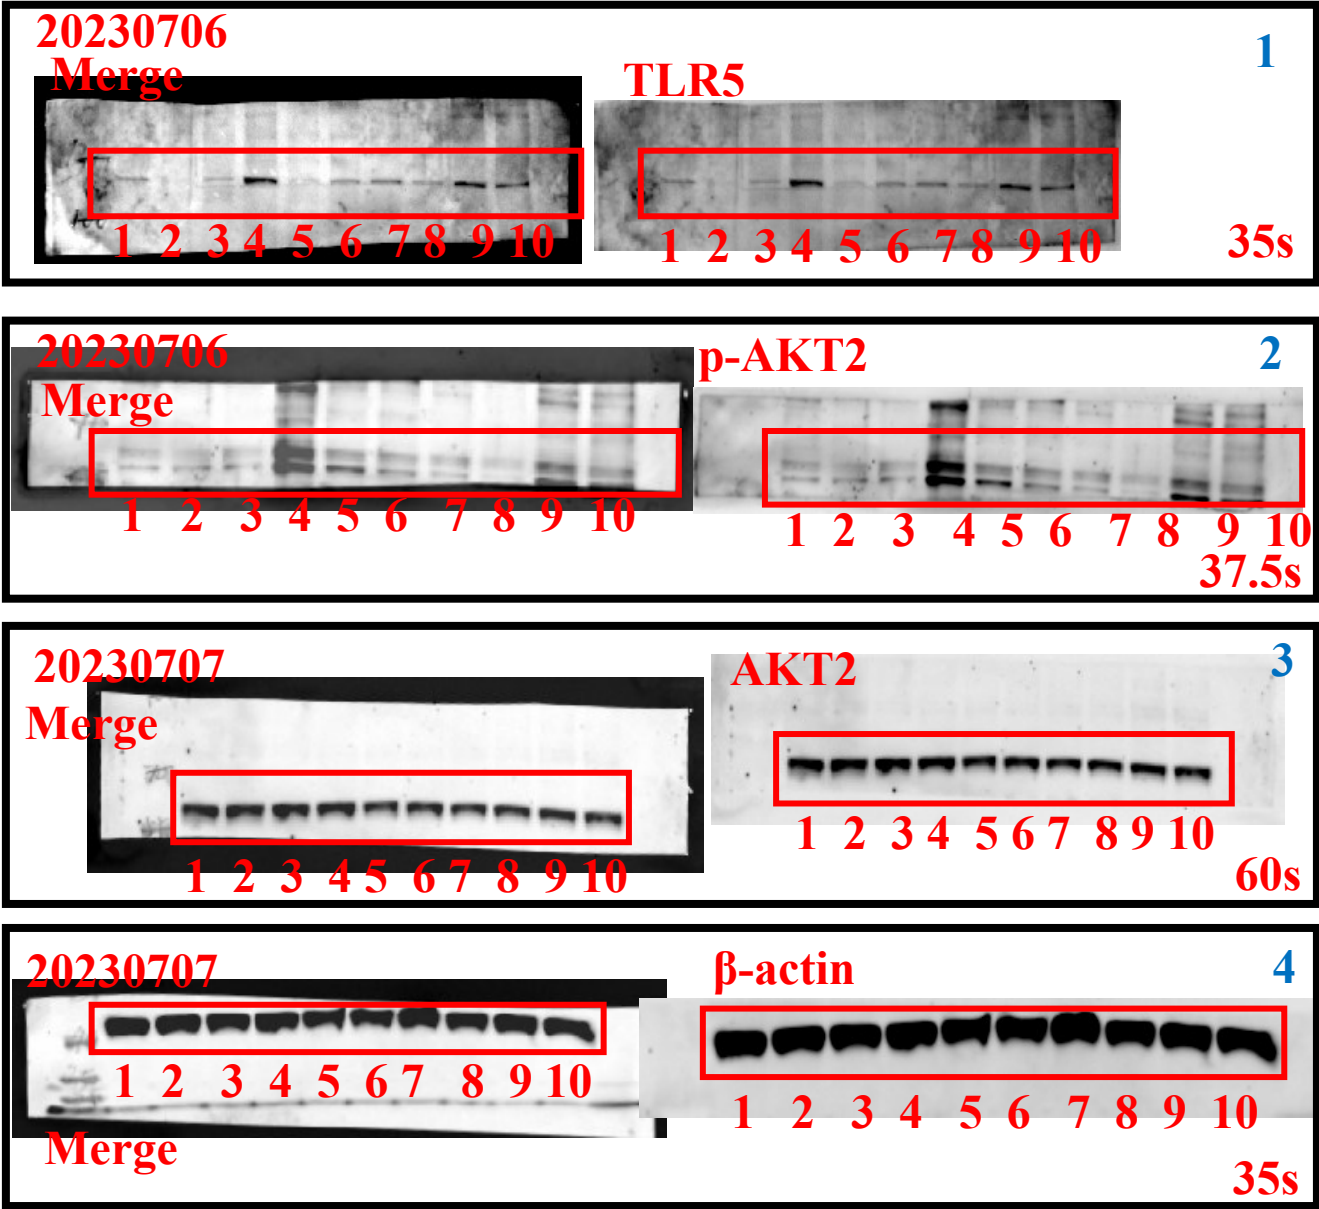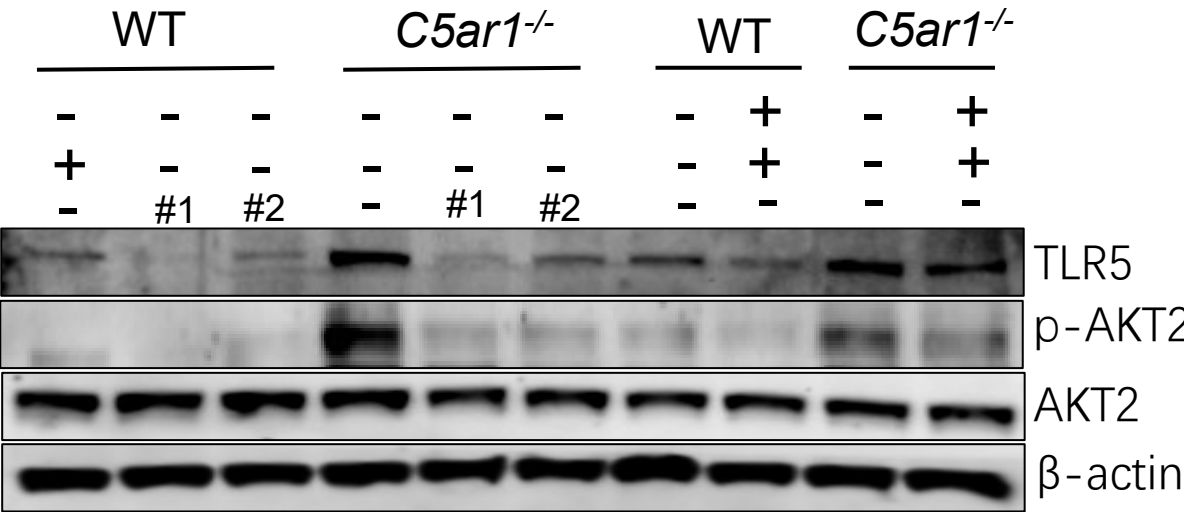

- 1: WT
- 2: WT siTLR5#1
- 3: WT siTLR5#2
- 4: *C5ar1*<sup>-/-</sup>
- 5: *C5ar1*<sup>-/-</sup> siTLR5#1
- 6: *C5ar1*<sup>-/-</sup> siTLR5#2
- 7: WT
- 8: WT+TH1020
- 9: *C5ar1*<sup>-/-</sup>
- 10: *C5ar1*<sup>-/-</sup> +TH1020

Figure 3I-1

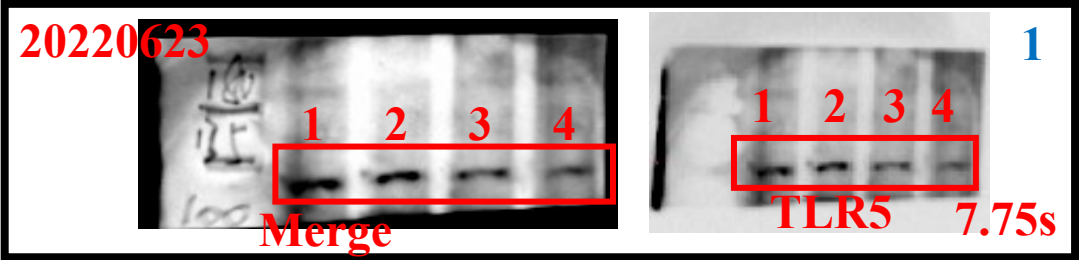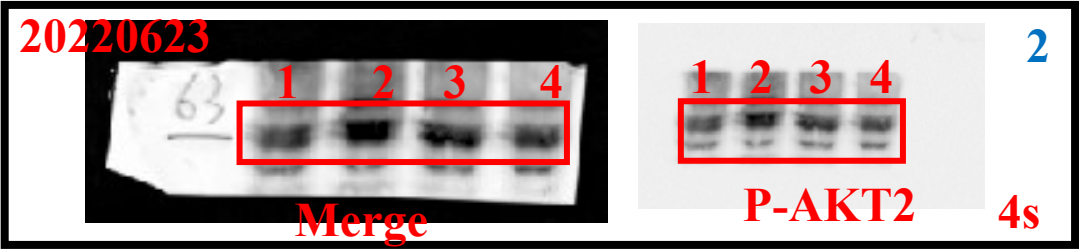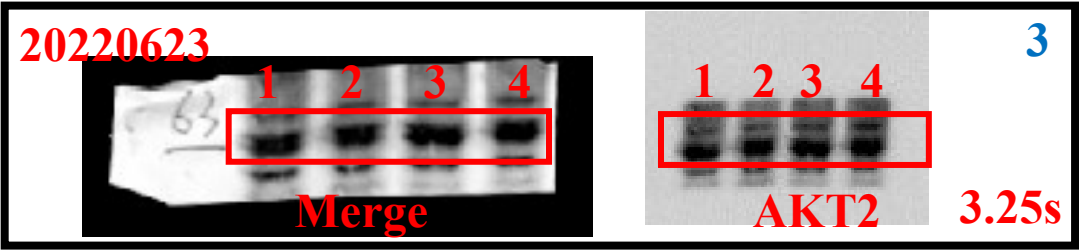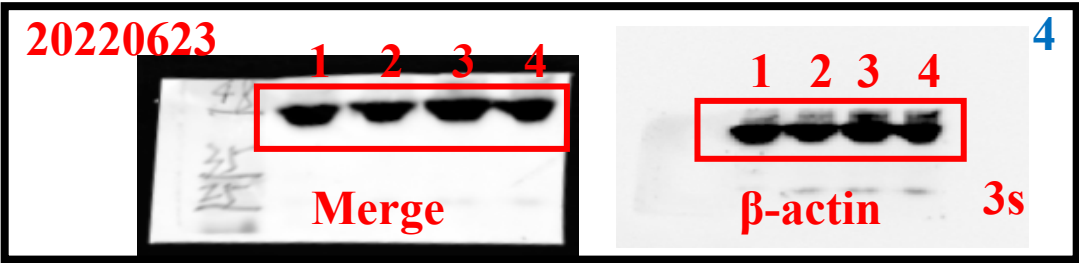

1:isotype Ab  
2:C5aR1 Ab+siNC  
3:C5aR1 Ab+siTLR5#1  
4:C5aR1 Ab+siTLR5#2

|   |   |    |    |            |
|---|---|----|----|------------|
| + | - | -  | -  | isotype Ab |
| - | + | +  | +  | C5aR1 Ab   |
| - | + | -  | -  | siNC       |
| - | - | #1 | #2 | siTLR5     |

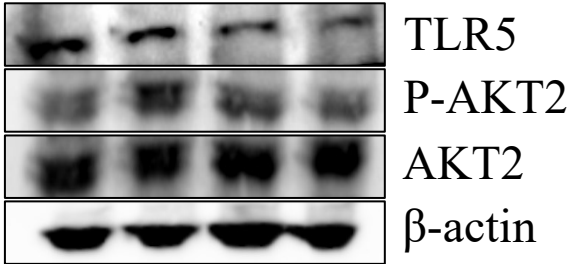

Figure 3I-2

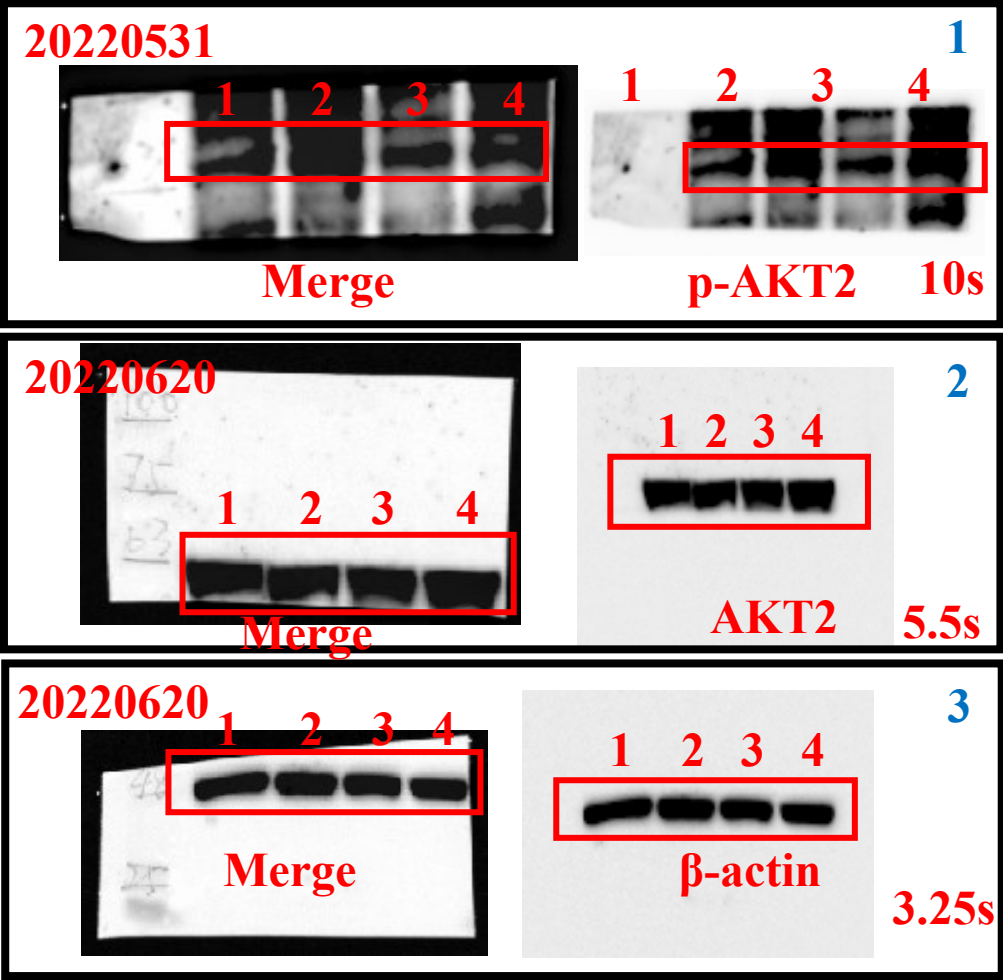

1:C5aR1 Ab+TH1020  
2:C5aR1 Ab  
3:Isotype Ab+TH1020  
4:Isotype Ab

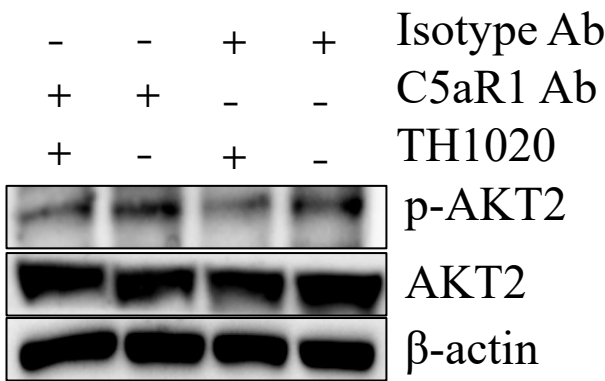

Figure 3J

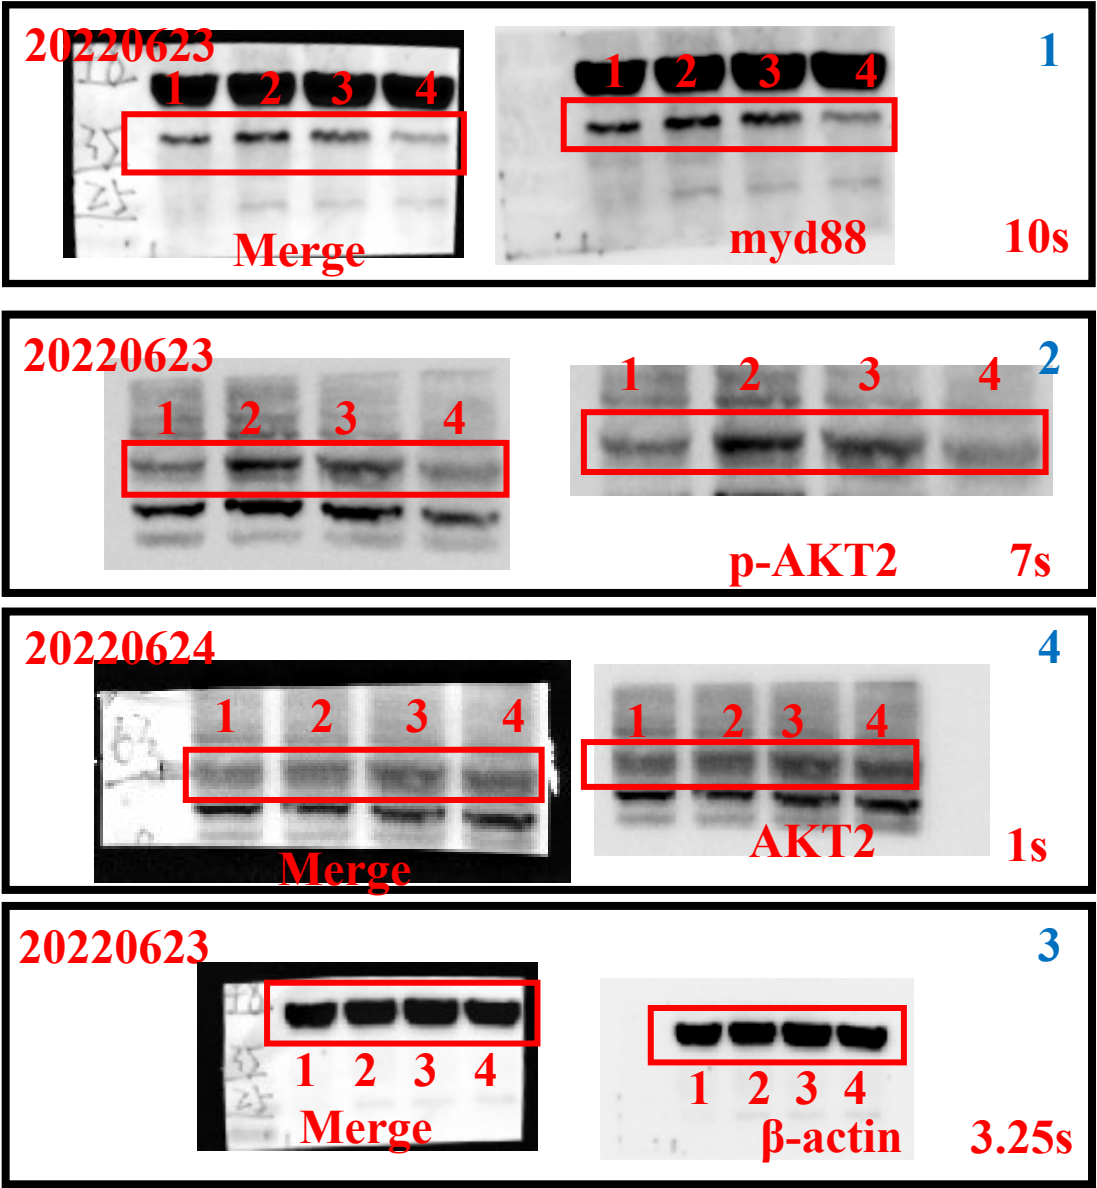

1:isotype Ab  
2:C5aR1 Ab+siNC  
3:C5aR1 Ab+siMyD88#1  
4:C5aR1 Ab+siMyD88#2

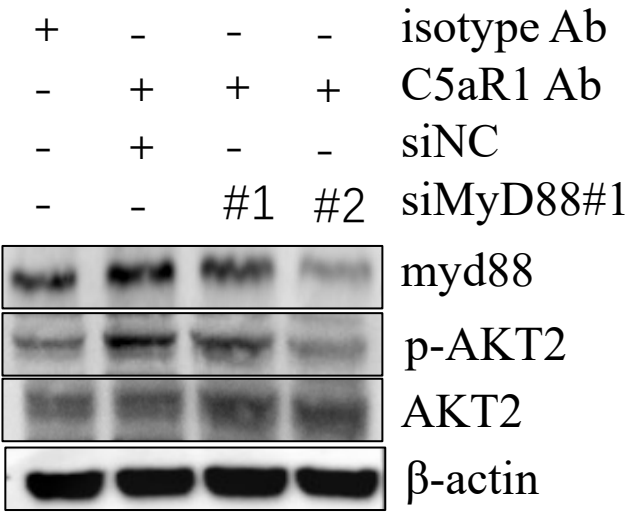

Figure S1I

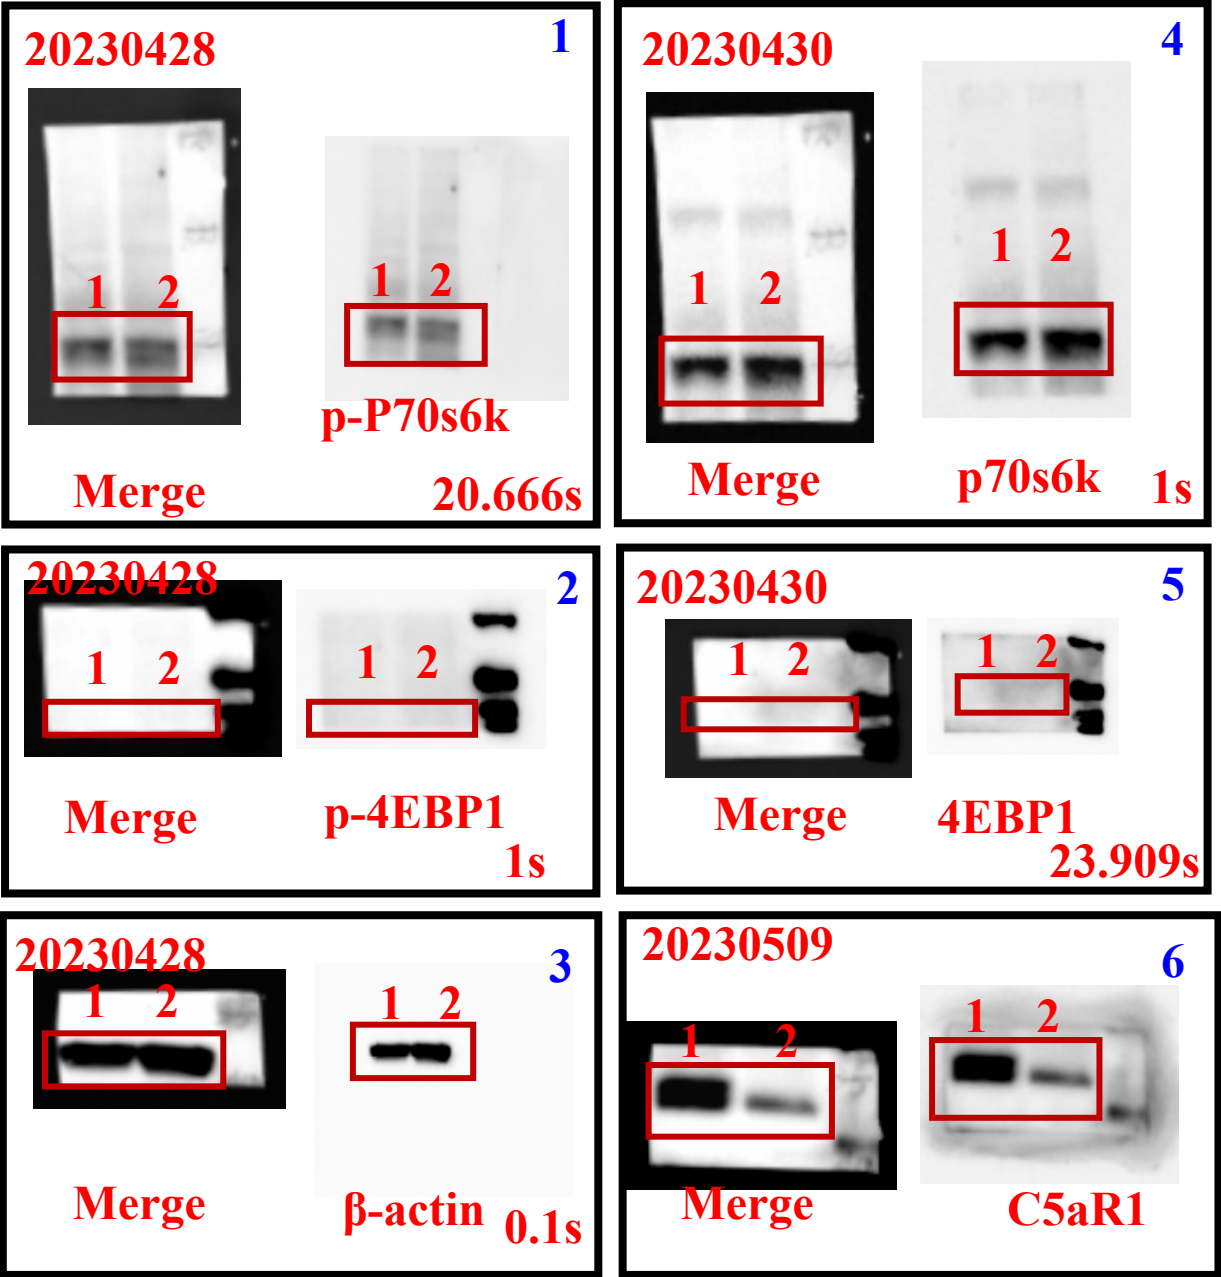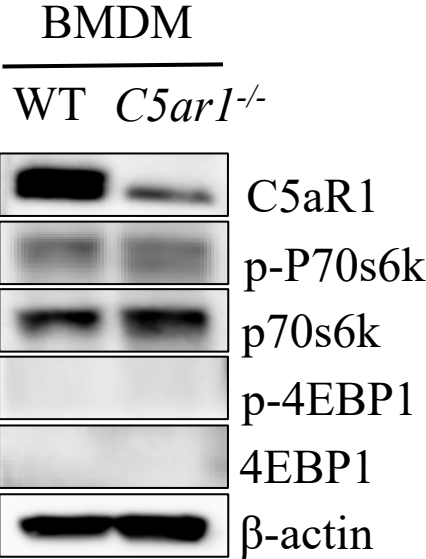

1:WT  
2:*C5ar1*<sup>-/-</sup>

Figure S2D

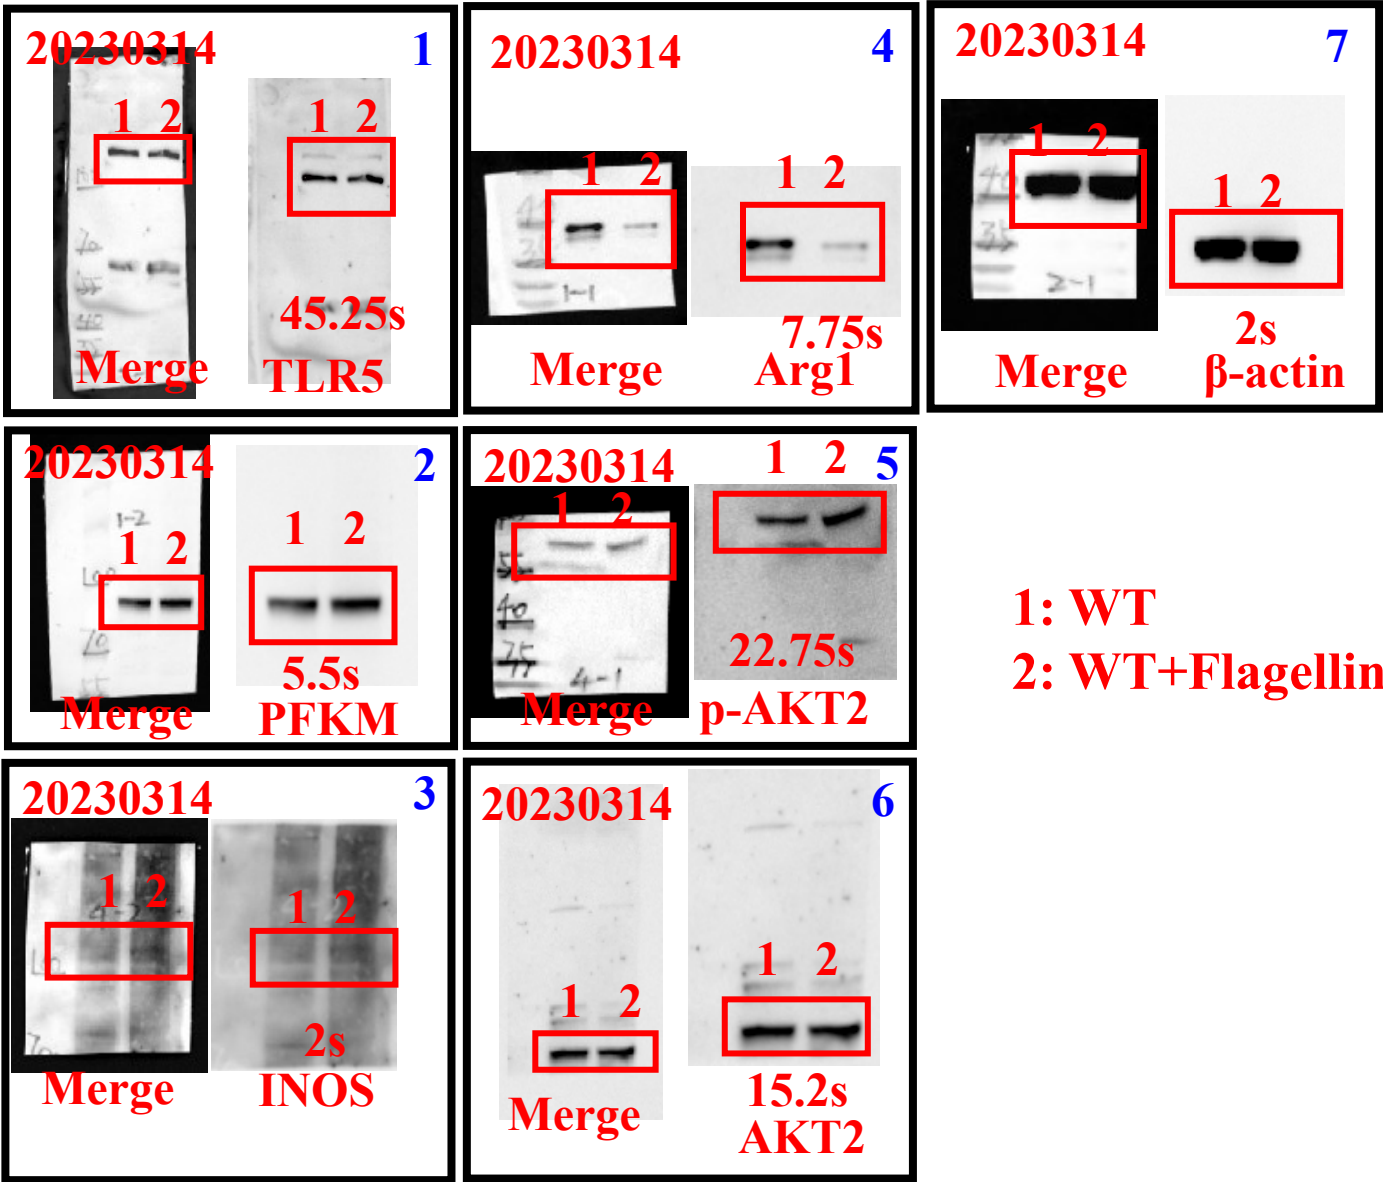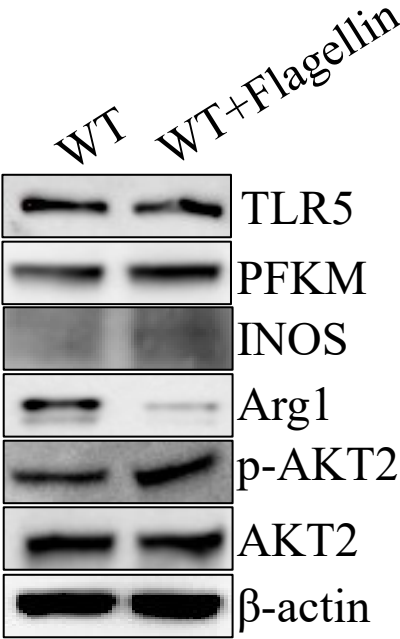

# Figure S2E

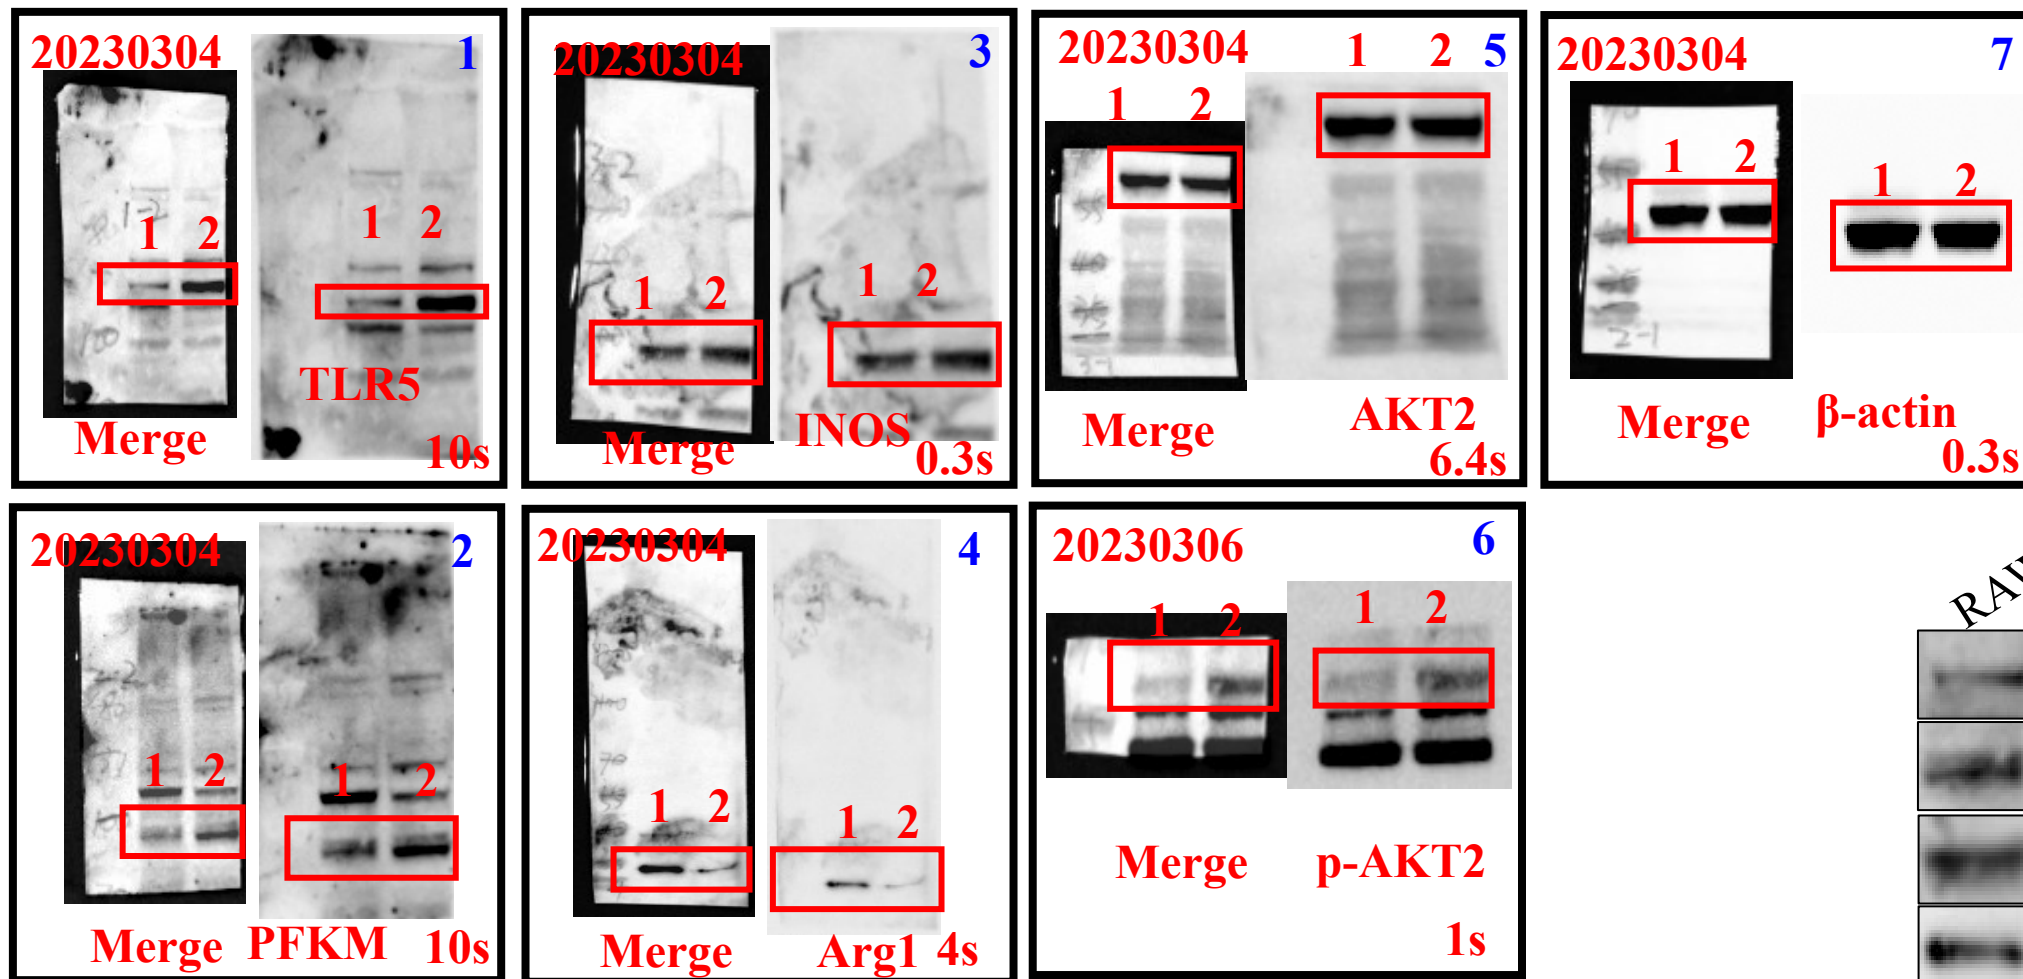

1: RAW264.7  
2: RAW264.7+Flagellin

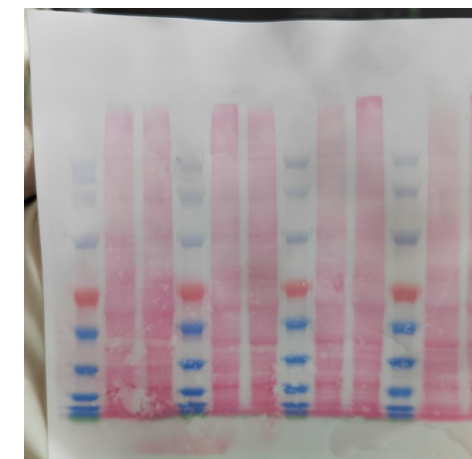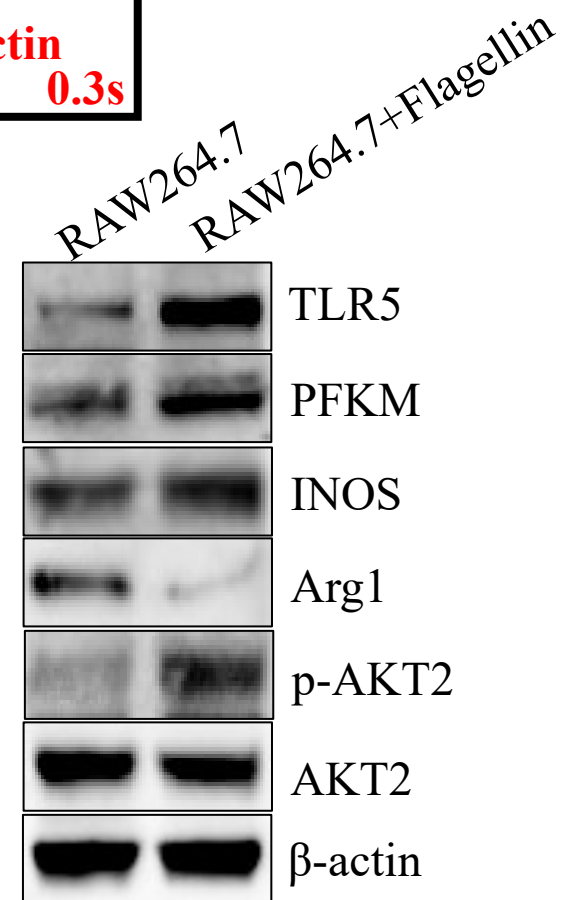

**Supplement:** Supplementary file 2 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

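RNA of BMDMs from 3 WT and 3 *C5ar1*-/- samples was sequenced by the authors. What was used here is the authors' deposited table of the comparison of these groups, *C5ar1*-/- over WT. For each Ensembl gene ID it gives a fold change, a log2 fold change, a p-value and an adjusted p-value, and a column that marks genes as significant. The deposited log2 fold change equals the log2 of the deposited fold change to within 3.16e-06. The deposited p-values and adjusted p-values come from a test that the paper's text does not name, as it names no aligner, counting tool, annotation, genome build or threshold for these data. Of 20 columns, 13 are empty in every row, and 0 hold a value per sample. Depth per sample is unknown, and no SD, principal component or count per replicate can be given. Precision is known only through the deposited p-values.

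From the values of the authors' deposited table, 17302 genes with an adjusted p under 1 were taken as tested. A further 7043 rows had a log2 fold change other than 0 and an adjusted p of 1, and 31142 rows had a log2 fold change of 0 and a p of 1. The deposited significance column marks 2614 genes. The largest adjusted p among them is 0.0500 and the smallest fold in either direction is 1.50, while 3214 other genes with an adjusted p under 0.05 are not marked and have folds of up to 1.50. A threshold of 1.5 on the fold was therefore read from the values and is not stated in the paper's text.

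The design, the gene lists, the rule for named genes and a set of alternatives were fixed before the data were examined. That design assumed counts per sample and a fit of those counts. As the table holds a finished comparison, the genes called were those with a deposited adjusted p under 0.05, which keeps the threshold of the design. Symbols and positions came from GENCODE M21 (GRCm38), which matched 55141 of the 55487 gene IDs and left 346 without a symbol. Where a symbol occurred more than once among tested genes, the lowest Ensembl number was kept for the list tests.

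The 26 gene lists were written by hand, as no pathway database was used here. A list needed at least 4 tested genes, and sex-linked genes formed a list of their own outside these tests. Over-representation was tested with a one-sided Fisher's exact test (scipy 1.17.1). Direction was tested with cameraPR of limma 3.58.1 in R 4.3.3, on z values with the sign of the log2 fold change and the size given by the deposited p-value. The 17 p-values listed at 0 were set to the smallest p above 0, which was 2.27e-304. Ranked-list enrichment used fgsea 1.28.0 with the same z values. Precision of a log2 fold change was taken as its absolute value divided by the absolute z, which takes the p-value as that of a normal deviate, and 10000 random lists were drawn within 20 bins of it with seed 1. The trend with GC content and transcript length was removed by subtracting medians over 50 bins of each, taking the longest transcript of each gene, for the 99.8% of tested genes that had both. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

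Named genes were the genes named in the paper, the 5 called genes with the largest and the 5 with the smallest log2 fold change, the 5 called genes with the smallest p in the Toll-like receptor and LPS lists, and the sex-linked genes. The rule also asked for a minimum level and for separation of all samples of a group, which the table cannot show. Other genes named were chosen after their values were seen.

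The steps were tested on simulated data. In a simulation of 17287 genes with the precision of the real ones, 200 were given an absolute log2 fold change of 2. Of these, 146 (73%) were called, and 100% of those with precision better than the median, while 10 unchanged genes were called (6.41% of the calls). Of 500 random lists of 80 genes, 3% had a Fisher p under 0.05, and a list of 80 genes with 40 changed ones had p = 1.17e-39. For the set test, 3.6% of 500 random lists were under 0.05 with cameraPR. The list of 80 genes with 40 changed ones was also shifted by 1 in z. It then gave 4.62e-21 with limma's cameraPR and 0.000638 with fgsea, whose test is a permutation test. These p-values come from the planted changes and the shift together. The simulation changed far fewer genes than were called in the data, so it does not give the sensitivity of the set test there.

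The alternatives of the design that the table allows were a fold threshold, a stricter adjusted p, no filter on low counts, ranked-list enrichment, and other windows around *C5ar1*. No filter on low counts was represented by a Benjamini-Hochberg adjustment over all 24345 rows with a log2 fold change other than 0. Other normalizations and count tests, other count filters and pseudocounts, a replicate block, leaving out each replicate, fry, camera with an estimated correlation, principal components and other splits of the samples need values per sample and were not run. Alternatives added after seeing the data were the authors' significance column, its higher genes only, a protein-coding background, leaving out the genes of the cell type and cell cycle lists, and 4 other forms of the set test.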

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

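The tests of Y chromosome loss, of exchanged libraries, of GC content and length and of sex in the cell cycle genes were chosen only after the results they concern were seen, while the X-linked genes, the second megakaryocyte list and the other mitochondrial genes were looked up only after each test was written down.

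Sex-linked genes differed between the groups, which the paper does not discuss. All 5 tested sex-linked genes were called, with the 4 Y-linked genes lower in *C5ar1*-/- BMDMs and *Xist* higher by a log2 fold change of 14.25 in the authors' deposited table. *Tsix*, also on the list, is listed at a log2 fold change of 0. If WT cells came from male and *C5ar1*-/- cells from female mice, X-linked genes that escape inactivation should be higher in *C5ar1*-/- cells. In the authors' deposited table 4 of 4 such genes were, with log2 fold changes of 0.62 for *Kdm6a*, 0.61 for *Eif2s3x*, 0.43 for *Kdm5c* and 0.11 for *Ddx3x*. A loss of the Y chromosome from male *C5ar1*-/- cells would leave *Xist* unchanged, against its 14.25. Exchanged libraries would raise *C5ar1* in the *C5ar1*-/- group, against its log2 fold change of -6.89 in the authors' deposited table. The values are consistent with a difference in sex between the groups, although the paper's methods describe the mice as female. A WT sample with *Xist*, or a *C5ar1*-/- sample with Y-linked transcripts, at the level of the other group would keep these differences small. In the authors' deposited table the fold of *Xist* was 19485. Those of the Y-linked genes ran from 0.00016 for *Ddx3y* to 0.012 for *Kdm5d*. If the fold compares group means, these values argue against a mix of sexes within either group, although no value per sample is given. Sex and genotype would then coincide, and no result of this comparison can be assigned to *C5ar1* alone from the table.

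Cell cycle genes, which the paper does not discuss for these cells, were lower in *C5ar1*-/- BMDMs, with 44 of 45 called and a median log2 fold change of -1.75. *Mki67* (-2.77) and *Top2a* (-2.04), chosen after their values were seen, show the size in the authors' deposited table. None of the 45 genes is in another list. After the trend with GC content and transcript length was removed, the median was -1.71. The trend moved the log2 fold change of 9.17% of 17260 genes by more than 0.1, and the largest change was 0.28, which argues against it as the whole cause. An effect of the sex of the mice cannot be told apart from one of genotype, as 5 of 5 tested sex-linked genes differ between the same groups. Culture density, the age of the culture and a slower division of *C5ar1*-/- cells all stay open and were not tested. A smaller share of dividing precursors in the *C5ar1*-/- cultures stays open too, as megakaryocyte and granulocyte genes were also lower, and was not tested.

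Megakaryocyte genes were seen among the strongest decreases, and a second list of 20 other megakaryocyte genes was then written before their values were seen. In it 17 genes were called lower and 1 higher, which is 85%, with a median log2 fold change of -4.06 over the values of the authors' deposited table; 1 of the 20 is also in another list. A candidate explanation is that fewer megakaryocytes or their precursors were present in the *C5ar1*-/- cultures. How many of these genes macrophages also express, and how abundant they were, cannot be read from fold changes. The same groups differ in the sex-linked genes, and an effect of sex was not tested.

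Fibroblast and stroma genes moved the other way, with 12 higher and 3 lower called genes of 18 tested and a median log2 fold change of 0.56 over the values of the authors' deposited table. The shift had an adjusted p of 7.47e-17 with cameraPR on the z values and of 0.260 with cameraPR on the log2 fold change, so it depends on the statistic. With the GC and length trend also removed from the log2 fold change it was 0.261. It stayed under 0.05 with fgsea (0.000365), on ranks (0.0164), with a preset correlation of 0.05 (6.4e-11) and without a filter on low counts (5.8e-23). None of the 18 genes is in another list. A different share of stromal cells is possible and was not tested.

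*mt-Co2* was higher in *C5ar1*-/- BMDMs by a log2 fold change of 10.17 (adjusted p = 1.01e-13) in the authors' deposited table. The other 12 protein-coding genes of the mitochondrial chromosome had log2 fold changes from -0.90 to 0.15 there, with a median of -0.12, which argues against a general rise of mitochondrial transcripts. A strain variant, or how reads of this gene were counted, stays open and was not tested.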

How the results depend on the processing

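Replicates could not be left out and samples could not be split in other ways, since only the finished comparison was used, and the same holds for the planned normalizations, count tests, count filters, pseudocounts, fry, an estimated correlation and the share of variance on the principal components. No paired analysis was possible because the authors' deposited table combines the replicates. The depth of the samples is unknown, so what it limits cannot be stated.

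The number of genes higher in *C5ar1*-/- BMDMs was 2700, and that of lower genes 3128. With an absolute log2 fold change of at least 1 they were 522 and 1087, and the share of higher genes among the calls went from 46.3% to 32.4%. In the authors' significance column, added after seeing the data, they were 1087 and 1527. These thresholds are stricter by construction. An adjusted p under 0.01 gave 2109 and 2556 genes, and no filter on low counts gave 2529 and 2957.

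The over-representation of the Toll-like receptor list had an adjusted p of 0.0385, which became 0.703 with the fold threshold. With alternatives added after seeing the data it became 0.166 with the authors' significance column, 0.232 with a protein-coding background and 1 with the higher genes of the significance column, where the odds ratio fell below 1. It stayed under 0.05 without a filter on low counts (0.000320), where genes with a deposited adjusted p of 1 join the background, and without cell type and cell cycle genes (0.0371). The cause of the other changes was not tested. The over-representation of the LPS list stayed under 0.05 in all 6 alternatives, with adjusted p from 2.92e-08 to 0.0444.

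Of the alternatives to the set test, fgsea and no filter on low counts belonged to the design and the others were added after seeing the data. The set tests of both lists stayed above 0.05 in all 7 alternatives each. The LPS list turned from lower to higher without cell type and cell cycle genes (adjusted p = 0.718). That setting kept 81 of its 83 tested genes and left out *Hdc* (-6.63) and *Lcn2* (-5.90), the lowest log2 fold changes of the list. Whether these genes alone turned the direction was not tested. Of the other 24 lists, 12 were called, and between 9 and 13 were called in the 6 alternatives with all 24. With a preset correlation of 0.05 there were 9, with the M2 marker, mast cell and dendritic cell lists no longer called. On the log2 fold change, the interferon-stimulated (adjusted p = 0.0885), macrophage identity (0.130), fibroblast and stroma (0.260) and glycolysis lists (0.935) were no longer called, while the MHC class II (0.0335), B cell (3.96e-08) and T and NK cell lists (0.000584) were called lower. With the GC and length trend also removed, the MHC class II list had an adjusted p of 0.0318. The M2 marker and mast cell lists were not called by fgsea (0.328 for both) or on ranks (0.231 and 0.0655). *C5ar1* and *Pfkm* stayed on the same side of the threshold without a filter on low counts, as did 62 other single genes.

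The excess of called genes within 10 Mb of *C5ar1* had p = 0.0896 in a one-sided Fisher's exact test. By the same exact test p was 0.00992 within 5 Mb and 0.144 within 20 Mb, and the cause was not tested.

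Among the comparisons of other results with an alternative, 20 changed direction, each with an adjusted p above 0.05 under that alternative. With the higher genes of the significance column, the adjusted p of over-representation was 1 for NF-kappa B signaling, osteoclast differentiation, C-type lectin and RIG-I-like receptor signaling and the Toll-like receptor list without output genes. With the whole significance column it was 0.0339 for NF-kappa B signaling, which kept its direction, 0.784 for osteoclast differentiation, 0.784 for C-type lectin receptor signaling, 0.849 for the Toll-like receptor list without output genes and 1 for RIG-I-like receptor signaling. With the fold threshold it was 1 for the last 2 of these, and with a protein-coding background 0.817 for RIG-I-like receptor signaling. In the set test, direction changed for complement (adjusted p = 0.0871 on the log2 fold change and 0.0842 with the GC and length trend also removed), ribosomal proteins (0.604 and 0.591 under the same alternatives), oxidative phosphorylation (0.986 with fgsea and 0.986 on ranks), the Toll-like receptor list without output genes (0.918 on ranks) and MHC class II genes (0.230 without cell type and cell cycle genes). The cause was not tested. With the fold threshold, the over-representation of osteoclast differentiation (0.519) and NF-kappa B signaling (0.0738) was lost, and with a protein-coding background that of NF-kappa B signaling (0.0972). Without a filter on low counts, C-type lectin receptor signaling (0.000489) and the Toll-like receptor list without output genes (0.00462) became over-represented. In the set test, C-type lectin receptor signaling had an adjusted p of 0.0521 and was called lower by fgsea (0.0221) and without a filter on low counts (0.0173). Of 250 comparisons of these other results with an alternative, 29 changed sides of the threshold in the same direction, 19 weaker and 10 stronger.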

Differences from the paper's values

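The rich factor of Toll-like receptor signaling in the paper is about 0.062 in Fig. 3B, read by eye. In the hand-written list, which is not the KEGG set, the share of called genes was 0.446. With an absolute log2 fold change of at least 1 it was 0.0964 and without a filter on low counts 0.405, so none of the alternatives set before the data were examined closed the gap. With only the higher genes of the authors' significance column, an alternative chosen after seeing the values, the share was 0.0602.

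The paper places Toll-like receptor signaling first among the affected pathways in Fig. 3B. In the lists used here it was number 17 of 26 by p-value of over-representation. These 26 also hold cell type, marker and process lists, so this place is not comparable with a rank among KEGG pathways. Of the other pathway lists, osteoclast differentiation (number 10) and NF-kappa B signaling (number 14) stood ahead. C-type lectin (number 18) and RIG-I-like receptor signaling (number 24) stood behind. The place of Toll-like receptor signaling ranged from number 10 to number 19 across the other settings with all 26 lists, and was number 8 of 16 without the cell type and cell cycle genes. With the higher genes of the authors' significance column it was number 10, and its adjusted p was 1.

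The paper gives the pathway of LPS-treated macrophages as higher in *C5ar1*-/- BMDMs (Fig. 3C). The LPS-induced list used here had 19 higher and 25 lower called genes, and neither cameraPR (adjusted p = 0.798) nor fgsea (adjusted p = 0.400) placed it higher as a whole. Without the cell type and cell cycle genes the direction was higher, with an adjusted p of 0.718. Among the higher genes of the authors' significance column the list was over-represented (12 of 83 genes, adjusted p = 0.0444, one-sided Fisher's exact test). Both settings were chosen after seeing the values.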

Other observations

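Among the tests below, those of GC content and length, of the share of macrophages, of precision, of sex and of pseudogenes were chosen only after the results were seen, while the second granulocyte list and the window around *C5ar1* were set before their values were seen. The window, pseudogene and macrophage share tests were at first read as evidence against their explanations and, after their values were seen, as undecided. For the window and the pseudogenes the reason was that a p above 0.05 excludes nothing.

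Granulocyte genes were lower in *C5ar1*-/- BMDMs. In the authors' deposited table the log2 fold changes of *S100a8*, *S100a9*, *Elane* and *Mpo*, chosen after their values were seen, were -5.88, -5.97, -8.01 and -8.80. A second list of 21 other granulocyte genes had 19 called lower, which is 90.5%, and 0 called higher, with a median log2 fold change of -2.16; 1 of the 21 is also in another list, and 7 of the 32 neutrophil granule genes are. Removing the trend with GC content and length left the median of the neutrophil granule genes at -5.87, while the largest change it made to a gene was 0.28, which argues against that trend as the whole cause. The lists of eosinophil (9 of 9 called, all lower), erythroid (10 of 12 called, all lower), mast cell and basophil (6 lower and 2 higher of 9), dendritic cell (16 lower and 2 higher of 24), B cell (6 lower and 1 higher of 13) and T and NK cell genes (4 lower and 1 higher of 9) were mostly lower, while 16 of 20 macrophage identity genes, 9 of which are also in another list, were called higher and 3 lower, with a median of 0.43. A lower share of macrophages in the WT cultures would give these directions and would also lower the fibroblast and stroma genes, whose median was 0.56. It cannot be told apart from the other explanations, since the stroma genes go both ways, their shift depends on the statistic and their level in macrophages is not in the table. The values are consistent with fewer granulocytes and precursors in the *C5ar1*-/- cultures, as a hypothesis. How many of these genes macrophages also express, and how abundant they were, cannot be read from fold changes. Sex cannot be told apart from genotype as a source, since 5 of 5 tested sex-linked genes differ between the groups.

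The excess of called genes in the Toll-like receptor list may come from well-measured genes being called more often, as 49.0% of 10000 random lists with the same precision had at least as many called genes (36.4 on average, against 37). For the LPS list 0.21% had as many (31.2 on average, against 44), which argues against precision as the whole cause there.

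Within 10 Mb of *C5ar1*, 74 of 192 tested genes were called (38.5%), and the one-sided Fisher's exact test gave p = 0.0896. Within 5 Mb it was 52 of 117 genes (44.4%, p = 0.00992, one-sided Fisher's exact test). Flanking DNA of another strain at the targeted gene cannot be told apart from chance here, as the result depends on the window.

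Among 172 called genes with an absolute log2 fold change of at least 5, 3 were pseudogenes (1.74%), against 78 of all called genes (1.34%), with p = 0.407 by a one-sided Fisher's exact test. Reads shared with near-identical copies cannot be told apart from other sources of large folds, since 3 genes are too few and the table holds no levels. Of the genes named, *Gm4735* is annotated as a processed pseudogene. The count covers annotated pseudogenes only, so shared reads stay open for other genes too, such as *Eno1b*, which is annotated as protein-coding.

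For glycolysis, the paper measured *Pfkm* mRNA in *C5ar1*-/- BMDMs by real-time RT-PCR and states that it was identical to that in WT BMDMs (Supplementary Fig. 2C). In the authors' deposited table *Pfkm* had a log2 fold change of 0.33 (adjusted p = 0.0282), and it is not marked significant there. The log2 fold changes in the authors' deposited table were -0.45 for *Hk1*, 0.18 for *Hk2*, -0.14 for *Pkm* and -0.58 for *Pfkp*, with adjusted p-values from 4.36e-24 to 0.00433. Of 25 glycolysis genes 21 were called, 6 higher and 15 lower, with a median of -0.18. The shift of the list had an adjusted p of 0.000341 with cameraPR on the z values and 0.935 on the log2 fold change. *Akt1* and *Akt2* were not called (adjusted p = 0.837 and 0.745 in the authors' deposited table).

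For polarization, *Cd86* had a log2 fold change of -0.73 (adjusted p = 0.000382) in the authors' deposited table and *Cd80* was not called (adjusted p = 0.574). By flow cytometry, the paper reports more CD86-positive TAMs and no change of CD80-positive TAMs in tumors (Fig. 1E). It also reports higher CD86 on peritoneal macrophages (Supplementary Fig. 1H) and measured CD86 on BMDMs of C5aR1-deficient mice with inhibitors (Fig. 3E). Those are measures of protein, while the values here are of mRNA. *Arg1* was at -3.59 (adjusted p = 2.75e-174) in the authors' deposited table and *Nos2* was not called (log2 fold change -1.68, adjusted p = 0.431). The M1 markers had 3 higher and 7 lower called genes of 20 and the M2 markers 3 higher and 8 lower of 18. Their set tests gave adjusted p of 0.622 and 0.0134. The value of the M2 markers was above 0.05 in 4 of 7 alternatives, with 0.328 by fgsea, which belonged to the design, and, in settings added after seeing the data, 0.231 on ranks, 0.0617 with a preset correlation of 0.05 and 0.562 without cell type and cell cycle genes. In the other alternatives it was between 0.00323 and 0.0238.

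Several genes that the paper names for BMDMs of mice treated with anti-C5aR1 Ab (Fig. 3D and the sentence on it) differed between *C5ar1*-/- and WT BMDMs. The log2 fold changes in the authors' deposited table were 1.00 for *Ccl5*, -3.80 for *Cxcl5*, 1.15 for *Ifi44*, 0.22 for *Irf8* and 0.59 for *Anxa3*, with adjusted p-values from 1.05e-37 to 4.47e-05. *Nod2*, *Il6*, *Nlrp3* and *Tnf* were not called (adjusted p from 0.137 to 0.904 in the authors' deposited table), and *Nlrp6* and *Ifng* had an adjusted p of 1 there, as did *Il22*. Of other genes named in the paper, the authors' deposited table gives log2 fold changes of 2.94 for *Cxcl9*, -0.81 for *Il18*, -5.89 for *Cxcr2*, 0.67 for *Adgre1* and 0.27 for *Csf1r*, with adjusted p-values from 3.48e-88 to 0.00367.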
